# Diabetic kidney disease induces transcriptome alterations associated with angiogenesis activity in human mesenchymal stromal cells

**DOI:** 10.1186/s13287-023-03269-9

**Published:** 2023-03-22

**Authors:** Xiaohui Bian, Sabena M. Conley, Alfonso Eirin, Eric A. Zimmerman Zuckerman, Anastasia L. Smith, Cody C. Gowan, Zachary K. Snow, Tambi Jarmi, Houssam Farres, Young M. Erben, Albert G. Hakaim, Matthew A. Dietz, Abba C. Zubair, Saranya P. Wyles, Joy V. Wolfram, Lilach O. Lerman, LaTonya J. Hickson

**Keywords:** Chronic kidney disease, Diabetes mellitus, Diabetic nephropathy, Ischemic limb disease, Mesenchymal stromal cells, Regenerative medicine

## Abstract

**Background:**

Therapeutic interventions that optimize angiogenic activities may reduce rates of end-stage kidney disease, critical limb ischemia, and lower extremity amputations in individuals with diabetic kidney disease (DKD). Infusion of autologous mesenchymal stromal cells (MSC) is a promising novel therapy to rejuvenate vascular integrity. However, DKD-related factors, including hyperglycemia and uremia, might alter MSC angiogenic repair capacity in an autologous treatment approach.

**Methods:**

To explore the angiogenic activity of MSC in DKD, the transcriptome of adipose tissue-derived MSC obtained from DKD subjects was compared to age-matched controls without diabetes or kidney impairment. Next-generation RNA sequencing (RNA-seq) was performed on MSC (DKD *n* = 29; Controls *n* = 9) to identify differentially expressed (DE; adjusted *p* < 0.05, |log_2_fold change|> 1) messenger RNA (mRNA) and microRNA (miRNA) involved in angiogenesis (GeneCards). Paracrine-mediated angiogenic repair capacity of MSC conditioned medium (MSCcm) was assessed in vitro using human umbilical vein endothelial cells incubated in high glucose and indoxyl sulfate for a hyperglycemic, uremic state.

**Results:**

RNA-seq analyses revealed 133 DE mRNAs (77 upregulated and 56 down-regulated) and 208 DE miRNAs (119 up- and 89 down-regulated) in DKD-MSC versus Control-MSC. Interestingly, miRNA let-7a-5p, which regulates angiogenesis and participates in DKD pathogenesis, interacted with 5 angiogenesis-associated mRNAs (transgelin/*TAGLN*, thrombospondin 1/*THBS1*, lysyl oxidase-like 4/*LOXL4,* collagen 4A1/*COL4A1* and collagen 8A1/*COL8A1*). DKD-MSCcm incubation with injured endothelial cells improved tube formation capacity, enhanced migration, reduced adhesion molecules E-selectin, vascular cell adhesion molecule 1 and intercellular adhesion molecule 1 mRNA expression in endothelial cells. Moreover, angiogenic repair effects did not differ between treatment groups (DKD-MSCcm vs. Control-MSCcm).

**Conclusions:**

MSC from individuals with DKD show angiogenic transcriptome alterations compared to age-matched controls. However, angiogenic repair potential may be preserved, supporting autologous MSC interventions to treat conditions requiring enhanced angiogenic activities such as DKD, diabetic foot ulcers, and critical limb ischemia.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-023-03269-9.

## Background

Tissue hypoxemia from loss of microvascular capillary density is a major contributor to morbidity and mortality in individuals with diabetic kidney disease (DKD), one of the most common causes of kidney failure worldwide [1]. Sustained hyperglycemia and uremia alter vascular function and integrity in the kidney and limbs wherein disease pathogenesis is further fueled by microvascular rarefaction, tissue hypoxemia, sterile inflammation, cellular senescence, endothelial dysfunction, and extracellular matrix deposition [2–6]. These effects culminate in complications common in DKD including end-stage kidney disease (ESKD), cardiovascular disease, critical limb ischemia, and amputations of lower extremities [7]. Despite a 2-decade decline in lower extremity amputations between 2009 and 2015, rates rebounded by 50% in adults with diabetes [8]. Furthermore, the odds of major amputations are nearly twofold higher in individuals with chronic kidney disease (CKD) or ESKD compared to persons without CKD/ESRD [9]. Therefore, therapeutics aimed at optimizing vascular repair and relieving endothelial dysfunction in the DKD patient population are urgently needed.

Regenerative cell-based therapies, such as mesenchymal stem/stromal cells (MSC), have considerable potential to boost endogenous repair of injured tissues. MSC release soluble factors, such as extracellular vesicles (EVs), growth factors, and cytokines, which enhance tissue regeneration and stimulate pro-angiogenic signaling [10–12]. In preclinical models of DKD, renovascular disease, and ischemic limb disease, MSC-based approaches improve kidney function, reduce hypoxemia, and restore microvascular density [2, 11, 13–15]. Collectively, these encouraging studies provided the basis for clinical application of MSC in phase I and II studies in DKD (NCT05362786, NCT02585622, NCT03840343, NCT04869761, NCT04125329, NCT04216849, NCT02008851, NCT03270956, NCT02836574) [16] and diabetic foot ulcers (NCT04464213, NCT04104451, NCT00955669, NCT04466007, NCT02375802, NCT01686139) [17].

Despite the promise of MSC in DKD, numerous challenges remain. Chronic hyperglycemia and uremia may damage endogenous repair systems like MSC, disturbing the coordinated network of pro- and anti-angiogenic factors activated by these cells. Autologous (versus allogeneic) MSC source may be preferable, given reduced risk of allosensitization, particularly for patients that might ultimately require kidney transplantation [18]. However, multiple DKD-related factors including age, hyperglycemia, uremia, cellular senescence abundance, or obesity may alter MSC functionality and number [13, 19–21]. We and others demonstrated that immunomodulatory and paracrine activities of MSC are maintained despite kidney impairment with and without diabetes [21–23]. However, it is unclear whether the microenvironment of DKD negatively influences the angiogenic potential of MSC. Elucidation of pro-angiogenic and tissue-repairing potential of DKD-MSC in the development of MSC-based regenerative medicine strategies for this population is crucial.

Our previous phase 1 clinical trial showed that intra-arterial infusion of autologous adipose-derived MSC (AD-MSC) improved kidney blood flow and reduced kidney tissue hypoxia as assessed through blood oxygen level dependent magnetic resonance imaging (BOLD-MRI) and improved glomerular filtration rate in atherosclerotic renovascular disease subjects [24]. These findings reflected AD-MSC angiogenic capabilities to form new vessels and restore the microcirculation, consistent with our experimental observations in swine atherosclerotic renal artery stenosis [2, 10, 25]. AD-MSC remain a viable cell option for clinical applications given their high abundance in adipose tissue and ease of harvest when compared to bone marrow-derived MSC (BM-MSC). Interestingly, AD-MSC proved more effective than BM-MSC in promoting neovascularization in animal models of ischemic diseases [26, 27]. Given the need for regenerative investigations in CKD, we are currently conducting two phase 1 clinical trials testing AD-MSC (NCT04869761) and BM-MSC (NCT05362786) in the treatment of DKD/CKD. Therefore, based on our prior experiences and the literature, we compared the transcriptome of AD-MSC obtained from DKD subjects and age-matched controls focusing on angiogenesis-related mRNA and miRNA targeting these genes. We further compared the angiogenic repair capacity in vitro of AD-MSC from DKD subjects and controls.

## Methods

### Study participants

The expression of angiogenesis-related mRNAs and miRNAs and angiogenic potential was characterized in AD-MSC isolated from diabetic kidney disease (DKD) subjects. Eligible individuals age ≥ 18 years were recruited from Mayo Clinic in Rochester, Minnesota, in the Nephrology clinic between November 2015–2019 (IRB: 15-000933), as previously reported [21]. Informed consent was obtained by trained clinical research coordinators. DKD was defined as estimated glomerular filtration rate (eGFR) < 60 mL/min/1.73 m^2^ and/or abnormal albuminuria with preserved kidney function (eGFR ≥ 60) in the setting of pharmacologically treated Type 1 or Type 2 diabetes mellitus. Controls were age-matched individuals, without diabetes or CKD, undergoing laparoscopic nephrectomy for kidney donation. Adipose tissue was collected from DKD (*n* = 29) participants in an outpatient surgical suite, while adipose tissue from controls (*n* = 9) was sampled during their surgical procedure. To minimize bias, those with dialysis dependency, kidney transplant, immunosuppressive therapy, hemoglobin A1c (HbA1c) > 11% (97 mmol/mol), or malignancy were excluded. The Mayo Clinic Institutional Review Board approved all experimental study procedures and all participants provided written informed consent prior to participating.

### MSC harvest and characterization

Abdominal subcutaneous adipose tissue (0.5–2.0 g) was collected from control and DKD subjects to isolate MSC as previously described [20, 21, 25]. MSC were cultured in standard conditions (37 °C with 5% CO_2_) in advanced minimum essential medium supplemented with 5% platelet lysate [28] (PLTmax, Mill Creek Life Sciences, Rochester, MN). Primary MSC at passages 3–5 were phenotyped in both groups to confirm cell surface marker expression by imaging flow cytometry (Amnis® FlowSight®, Austin, TX) [19–21]. The following fluorescently labeled antibodies were used: cluster of differentiation (CD)73 (ab106677; Abcam, Waltham, MA), CD90 (ab124527; Abcam), and CD105 (ab53321; Abcam). Conversely, MSC lack expression of CD34 (340441; BD Biosciences, San Jose, CA) or CD14 (ab82012; Abcam). For surface marker expression, 0.25–1.0 × 10^6^ cells were incubated with the antibodies for 30 min at 4 °C according to the manufacturer’s instructions. Following incubation, cell suspensions were washed, pelleted, and resuspended in staining buffer (00-4222-57; Thermo Fisher Scientific, Waltham, MA). Thereafter, samples were run on the FlowSight® and analyzed using IDEAS software version 6.2. Initial gates were selected for single cells (aspect ratio intensity versus brightfield), followed by gates of positively stained cells. Thresholds for positivity were established from scatterplots generated by single-stained compensation beads (A10497, Molecular Probes, Eugene, OR).

### Collection of MSC conditioned medium (MSCcm)

MSC (passages 3–5) were cultured to 70% confluence in T-75 flasks, then washed extensively with phosphate-buffered saline, and replenished with serum-free advanced minimum essential medium for 36 h. After serum starvation, MSCcm was centrifuged at 2000×*g* for 20 min at 4 °C to remove cellular debris, aliquoted and stored at − 80 °C for in vitro studies. MSCcm was normalized by MSC density per sample (1 mL conditioned medium for every 0.13 × 10^6^ MSC) [21]. Thrombospondin 1 (TSP1) protein was measured in MSCcm using a commercially available kit (ELISA; R&D DTSP10) following manufacturer’s protocol.

### MSC mRNA sequencing and data analysis

To explore MSC angiogenic regulation in DKD, high-throughput RNA sequencing was performed as previously reported [21]. Briefly, RNA libraries were generated from 1 µg of total RNAs using an Illumina TruSeq RNA Sample Prep Kit v2 and loaded onto flow cells (8–10 pM) to generate cluster densities of 700,000/mm^2^. MSC were sequenced on an Illumina HiSeq 2000. Comprehensive analysis including alignment, gene and exon quantification, and QC of raw RNA sequencing reads was performed using the Mayo Analysis Pipeline for RNA Seq (MAP-RSeq) version 3.1.3 [29], an in-house bioinformatics workflow. R-bioinformatics package (edgeR) was used for differential gene expression analysis between MSC from DKD and control participants. Genes with *p* adjusted value < 0.05 and |log2FC|> 1 were considered significantly differentially expressed (DE) genes. GeneCards® database (http://www.genecards.org/) was utilized to screen genes associated with angiogenesis. DE angiogenesis mRNAs-of-interest were visualized on volcano plots and heatmaps created using R package ggplot2.

### MSC miRNA sequencing and data analysis

Secondary analyses of high-throughput miRNA analyses on MSC were performed utilizing CAP-miRSeq version 1.1 workflow [30]. CAP-miRSeq generates raw and normalized expression counts for both known mature miRNAs and predicted novel miRNAs from unaligned reads (FASTQ). Differential miRNA expression analysis was performed using bioinformatics R package edgeR to identify miRNA upregulated in DKD-MSC compared to Control-MSC (|log2FC|> 1 | and Benjamini–Hochberg adjusted *p* value < 0.05).

### Integrated mRNA/miRNA analysis

The miRNA/mRNA interactions were performed by crossing DE MSC mRNAs and miRNAs to predict targets analyzed using microRNA-Target analysis module in Ingenuity Pathway Analysis software (Ingenuity® Systems, www.ingenuity.com).

### Validation of mRNA and miRNA by quantitative polymerase chain reaction (qPCR)

To validate the expression levels of representative upregulated and down-regulated mRNAs and miRNAs, qPCR was performed on MSC. RNA was isolated from MSC (0.5–1.0 × 10^6^ cells) and ran using an Applied Biosystems ViiA7 Real-Time PCR system as previously mentioned [21]. Fold change of gene expression was calculated using 2−ΔΔCT method. All probes were from Thermo Fisher Scientific (bone morphogenetic protein 2/*BMP2*: Hs00154192, proenkephalin/*PENK*: Hs00175049, vascular cell adhesion molecule 1/*VCAM1*: Hs01003372, insulin-like growth factor-binding protein 2/*IGFBP2*: Hs01040719_m1, thrombospondin 1/*THBS1*: Hs00962908, integrin subunit beta 8/*ITGB8*: Hs00174456, glyceraldehyde 3-phosphate dehydrogenase/*GAPDH*: Hs02786624, miR-let-7a-5p: hsa-let-7a-5p, miR-30c-5p: hsa-miR-30c and *U6*: U6 small nuclear RNA/snRNA, 715680. mRNAs and miRNAs were normalized to *GAPDH* and *U6*, respectively.

### MSC angiogenic activity

Angiogenic potential of MSC was assessed in vitro. Briefly, commercially available human umbilical vein endothelial cells (HUVEC, 200K-05f, Cell Applications Inc., San Diego, CA) were grown in endothelial cell growth medium [20, 31]. HUVEC were divided into 4 groups for experimentation: group 1 cells were cultured under normal conditions (non-injured), while group 2–4 cells were co-incubated with high glucose (HG, 25 mmol) and indoxyl sulfate (IS, 1 mmol) for 6 h to simulate a uremic, diabetic milieu. Groups 3 and 4 HUVEC were simultaneously incubated with Control-MSCcm or DKD-MSCcm (medium from 1.3 × 10^5^ cells), respectively, at the time of HG + IS injury. After 6 h, all HUVEC underwent *functional* assessments in vitro (migration, proliferation, or tube formation assay) or were lysed and prepared for qPCR analyses.

HUVEC (1.6 × 10^5^/well) were seeded onto a 6-well plate and treated as described above. To assess proliferation of HUVEC in groups 1–4, the cells were fixed in 4% paraformaldehyde for 15 min, then stained for Ki67 (Abcam, ab15580) according to the manufacturers protocol. Treated HUVEC were also assayed for migration capacity via the QCM 24-well Colorimetric Cell Migration (Millipore, ECM 508) following manufacturer’s protocol. Samples were observed and imaged using an EVOS M5000 imaging system and analyzed via Image J. HUVEC (1.4 × 10^4^/well) were also seeded onto a 96-well plate coated with GelTrex™ matrix (A1413201; Thermo Fisher Scientific) to assess tube formation. Plates were placed into a 37 °C incubator with 5% CO_2_. After 4 h, HUVEC were stained with calcein-AM (10 µg/mL, for 30 min at 37 °C) to assess capillary-like structures and observed under an EVOS M5000 imaging system (Objective 40×; lens EVOS_AMEP4683; Camera 3.2 megapixels, monochrome, CMOS; Detectors and filters model DAPI—AMEP4650, F1420-1404-0373, TX Red—AMEP4655, F1620-1475-0197). A total number of tubular structures were manually counted. Gene expression was evaluated in HUVEC using the following probes from Thermo Fisher Scientific (E-selectin/*SELE*: Hs00174057, *VCAM1*, intercellular adhesion molecule 1/*ICAM-1*: Hs00164932, *VEGF*: HS00900055_m1, and *THBS1:*HS00962908_m1). Expression was normalized to TATA-binding protein (*TBP*: HS00427620).

### Statistical analysis

Data analysis was performed using GraphPad Prism 9 statistical software. Shapiro–Wilk normality test was performed on data from each group before statistical evaluation. Normally distributed data were represented as mean ± standard deviation, and non-normal data as median and interquartile range. Comparisons between Control-MSC and DKD-MSC were performed using either a two-sample t test with a 5% type-I error rate or Wilcoxon Rank Sum, as appropriate. One-way analysis of variance (ANOVA) and post hoc pairwise testing were employed to detect differences in co-culture experiments. Statistical significance was accepted at *p* ≤ 0.05.

## Results

### Baseline characteristics

In total, 38 participants were included (*n* = 9 controls and *n* = 29 DKD subjects). Clinical characteristics of each cohort are summarized in Table 1. No significant differences were evident between groups for age, sex, or race. Body mass index (BMI) was higher (35.4 ± 5.6 vs. 28.8 ± 3.6 kg/m^2^; *p* < 0.0001), and by design, eGFR was lower in DKD participants (38.9 ± 15.4 vs. 80.5 ± 13.3 mL/min/1.73 m^2^; *p* < 0.0001) compared to non-diabetic, non-CKD control subjects.

**Table 1:** Baseline characteristics in control and diabetic kidney disease subjects

	Control (*n* = 9)	DKD (*n* = 29)	*p* value
Demographics			
Age, years	64.3 ± 3.7	65.4 ± 8.0	0.59
Female sex	44.4%	31.0%	0.69
White race	100%	82.8%	0.31
Clinical			
eGFR (ml/min/1.73 m^2^)	79.0 (23.2)	36.0 (22.4)	< 0.0001
Glucose (mg/dL)	111.0 (24.0)	150.0 (82.3)	< 0.001
HbA1c (%)	–	7.7 (1.0)	–
BMI (kg/m^2^)	28.8 ± 3.6	35.4 ± 5.6	< 0.0001
Medications			
Insulin	–	72.4%	–
Oral hypoglycemics	–	55.2%	–
Insulin and oral	–	31.0%	–

Data are represented as mean ± standard deviation, median (IQR) or %

*DKD* diabetic kidney disease, *eGFR* estimated glomerular filtration rate, *HbA1c* hemoglobin A1c, *BMI* body mass index

### AD-MSC express putative surface markers

Undifferentiated AD-MSC obtained from 38 study participants produce a relatively homogenous cell population exhibiting plastic adherence, fibroblast-like morphology, and multi-lineage potential as previously shown [21]. Culture-expanded MSC demonstrated robust MSC-specific cell surface positivity to CD90, CD105, and CD73, while low expression of hematopoietic markers, CD34 and CD14, was observed in MSC from control and DKD subjects (Fig. 1). Flow cytometric analyses revealed that MSC from DKD subjects maintain surface marker characteristics meeting the criteria required for MSC [32].

**Fig. 1:**
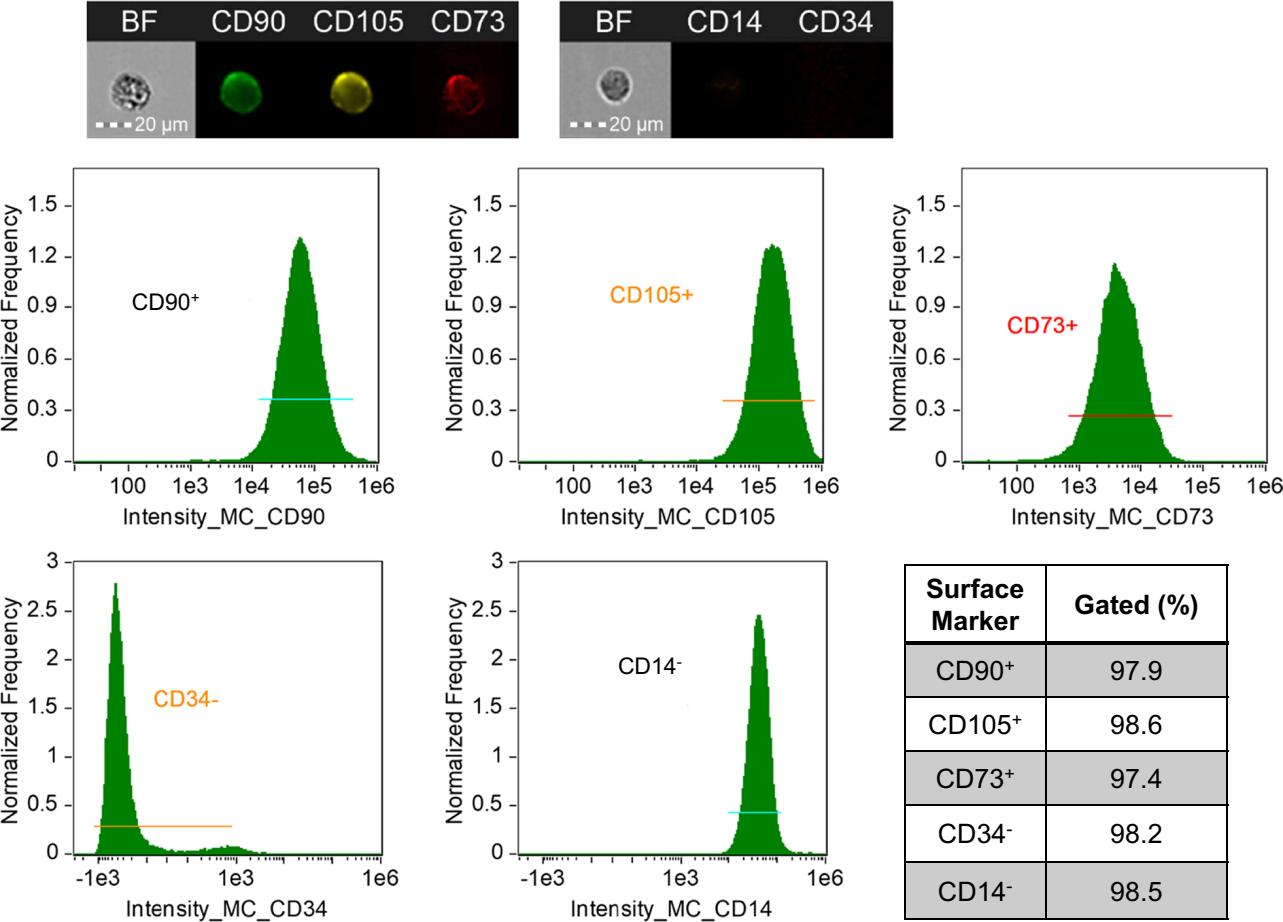
Flow cytometric characterization of passage 3 mesenchymal stromal cells (MSC) isolated from adipose tissue of diabetic kidney disease (DKD) subjects which were positive for MSC-specific surface markers cluster of differentiation (CD)90, CD105, and CD73 and were negative for hematopoietic cell markers, CD34 and CD14. BF, Brightfield

### mRNA alterations in DKD-MSC

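Messenger RNA of culture-expanded, adipose tissue-derived MSC was sequenced in 38 libraries, 29 of participants with DKD (DKD-MSC) and 9 of control participants (Control-MSC). The authors aligned the reads and counted them per gene with the MAP-RSeq workflow. They deposited the raw counts of 64253 genes and the RPKM values, which are scaled by gene length and by reads per library. The paper's text does not name the genome build, and the gene positions in the table equalled those of GENCODE release 29 on GRCh38 for 93.5% of the genes found in both. The total gene count was between 29714456 and 73755243 in DKD-MSC (median 54514376) and between 28801602 and 90124479 in Control-MSC (median 44196045). The library kit named in the paper's methods and the strand-preserving kit named in the sample labels are different kits.
The raw counts were analysed with edgeR, the package the paper names. Genes were kept by the package's default filter (21093 genes), libraries were scaled by TMM factors, and DKD-MSC were compared with Control-MSC by the quasi-likelihood test with Benjamini-Hochberg adjustment. As in the paper, a gene was called DE when its adjusted p was under 0.05 and its absolute log2 fold change was above 1. Expression is given as CPM, the counts scaled to a common library size, with TMM factors.
The libraries differed in ways that the conditions do not explain. Their sample numbers fall in 2 ranges, up to 38 (21 DKD-MSC and 4 Control-MSC) and from 41 (8 DKD-MSC and 5 Control-MSC). The first principal component of the 2000 most variable genes held 92.0% of their variance and separated the ranges without overlap. Genes of the antisense biotype took between 1.65% and 2.25% of the counts in each library up to 38, and between 0.206% and 0.237% in each library from 41. Fold changes are therefore also given within each range.
In addition, 20 of the 21 DKD-MSC libraries up to 38 formed 5 groups of 3 to 5 libraries with near-identical expression. The biological coefficient of variation, which is the spread between libraries beyond counting noise, was between 0.0229 and 0.170 for the 32 pairs inside a group (median 0.0483) over 14918 autosomal genes. It was at least 0.163 in every other pair. No pair differed by less than the sampling noise, since the smallest dispersion index among the 703 pairs was 2.71 and counting noise alone gives 1. All 38 libraries were therefore kept as separate samples. Libraries that resemble each other this closely add less information than independent ones. In simulated counts with such copies, 28 of 183 calls were false, compared with 5 of 142 calls without them. Values with each group summed to 1 sample (14 DKD-MSC and 9 Control-MSC) are therefore given as well.

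**Figure D1:**
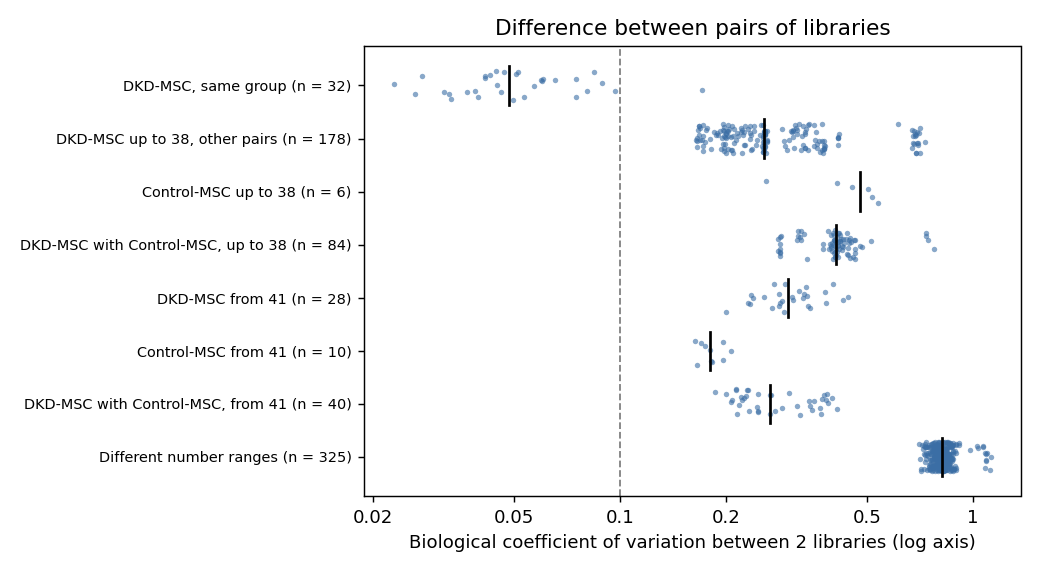
Biological coefficient of variation (log axis) between each pair of the 38 libraries, by condition and sample-number range; each point is 1 pair, vertical bars are medians and the dashed line marks 0.1, under which DKD-MSC libraries were linked into groups. The 32 pairs inside a group have a median of 0.0483, compared with 0.255 for the other pairs of DKD-MSC up to 38.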

A total of 4611 mRNAs associated with angiogenesis were identified from the GeneCards® database (https://www.genecards.org/). Of these mRNAs, a total of 133 DE genes were related to angiogenesis. 

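Over all 38 libraries, 581 of the 21093 tested genes were DE between DKD-MSC and Control-MSC at the paper's thresholds, and 427 of these were protein-coding. How many of them belong to the GeneCards list was not analysed here. The number depended strongly on how the libraries were treated. It was highest, 6526 genes (5287 higher, 1239 lower), with limma-voom and sample quality weights. In that fit, which has no term for the number range, 16324 of the 21093 genes had an adjusted p under 0.05. A comparison of the ranges themselves gave 5282 genes lower and 927 higher from 41. The 6526 genes may therefore reflect the ranges in part, which was not tested. With each group of near-identical libraries summed to 1 sample, 4 genes were DE, while 1391 genes had an unadjusted p under 0.05. The 4 genes were SHROOM3, FBN2, a processed pseudogene (ENSG00000213058) and HSPA6, and the change of HSPA6 was not significant with DESeq2 over all libraries (adjusted p = 0.115). With the number range as a covariate beside the summed groups, a setting chosen after seeing the data, 43 genes were DE. Within the libraries numbered up to 38, 1197 genes were DE. Within those numbered from 41 the number was 0, with 2669 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0767. In simulated counts with the 8 DKD-MSC and 5 Control-MSC of that range, 93% of the genes changed 4-fold were recovered. With each Control-MSC library left out in turn, between 421 and 1054 genes were DE. The highest of these numbers came without 1 Control-MSC library of the first range.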

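In Fig. 2A, 28 gene symbols can be read, 15 on the upregulated and 13 on the down-regulated side. All 28 genes had a log2 fold change in the direction drawn in the figure over all 38 libraries, and 26 were DE. TRAF5 had a log2 fold change of 0.77 (standard error 0.24, adjusted p = 0.046), below the fold-change threshold. HAPLN1 had one of 3.38 with a standard error of 1.17 (adjusted p = 0.072), and without 1 Control-MSC library of the first range it was 5.91 with an adjusted p of 0.0047. For HAPLN1 it was 0.92 up to 38 (edgeR adjusted p = 0.647) and 6.66 from 41 (0.238). With the number range as a covariate it was 2.40 (edgeR adjusted p = 0.152). When adjusted over the list alone, 27 genes passed both thresholds, which is not independent evidence because the study chose the genes on these samples. After each group of near-identical libraries was summed, 27 of the genes could be tested and 2 were DE, SHROOM3 and FBN2. When the number range was added to that fit, a choice made after seeing the data, 7 were DE, with ITGB8, PENK, FZD7, ACTA2 and MYH2. SHROOM3 (ENSG00000138771, chromosome 4, 76435100 to 76783253) had 6.39 ± 3.87 CPM in DKD-MSC (SD, n = 29) and 1.36 ± 0.620 CPM in Control-MSC (SD, n = 9). Its log2 fold change was 2.22 (standard error 0.33, edgeR adjusted p = 7.8e-05), 2.17 up to 38, 2.08 from 41 and 2.05 with the groups summed (adjusted p = 0.0129). FBN2 (ENSG00000138829, chromosome 5, 128257909 to 128659185), which encodes the matrix protein fibrillin-2, had 296 ± 142 CPM in DKD-MSC and 85.8 ± 21.7 CPM in Control-MSC. The log2 fold change of FBN2 was 1.79 (standard error 0.27, edgeR adjusted p = 0.00011) over all libraries and 1.66 with the groups summed. For each of these genes, 28 of the 29 DKD-MSC libraries lay above every Control-MSC library.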

The distribution of DE upregulated and down-regulated genes is displayed in a volcano plot (Fig. 2A). Among them, 77 mRNAs were upregulated (Fig. 2B) and 56 down-regulated in DKD-MSC (Fig. 2C). 

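Of the 581 DE genes over all 38 libraries, 297 were higher and 284 lower in DKD-MSC. The balance moved with the libraries used. It was 354 higher and 843 lower within the sample numbers up to 38, and 275 higher and 365 lower with the number range as a covariate. Without 1 Control-MSC library of the first range it was 724 higher and 330 lower. With RLE in place of TMM factors, 326 genes were higher and 262 lower. In Fig. 2C, 53 gene symbols can be read. Of these, 50 had a lower level in DKD-MSC and 37 were DE. The exceptions were SFRP4 (log2 fold change 0.90, standard error 1.13), IL1R1 (0.47, standard error 0.39) and C3 (0.25, standard error 0.71). None of these 3 changes was significant (edgeR adjusted p between 0.437 and 0.828). With the number range as a covariate, 52 of the 53 genes had a lower level, as SFRP4 (-1.51) and C3 (-0.45) changed sign while IL1R1 (0.15) did not, none of the 3 with an adjusted p under 0.05. Within the sample numbers from 41, the log2 fold change was -3.16 for SFRP4 (standard error 0.81), -0.71 for C3 (standard error 0.66) and -0.01 for IL1R1 (standard error 0.24), none of them with an adjusted p under 0.05.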

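IGFBP2 (ENSG00000115457, chromosome 2, 216632828 to 216664436) was a low-abundance transcript, with 1.04 ± 1.02 CPM in DKD-MSC (SD, n = 29) and 0.0653 ± 0.0867 CPM in Control-MSC (SD, n = 9). Its log2 fold change was 3.85 (standard error 0.81, edgeR quasi-likelihood test, adjusted p = 0.0033), and 21 of the 29 DKD-MSC libraries lay above every Control-MSC library. Within the sample numbers up to 38 the log2 fold change was 3.13 (adjusted p = 0.0291), and the counts from 41 were too low for the gene to be tested. Once the near-identical libraries were summed by group, it was 3.81 and no longer passed the threshold (adjusted p = 0.132). LOXL4 (ENSG00000138131, chromosome 10, 98247690 to 98268250) encodes an enzyme that crosslinks collagen and elastin. It had 387 ± 284 CPM in DKD-MSC and 81.3 ± 85.1 CPM in Control-MSC, a log2 fold change of 2.25 (standard error 0.51, edgeR adjusted p = 0.0058). The difference was 3.66 up to 38 (adjusted p = 0.00032) and 1.47 from 41 (adjusted p = 0.353). ITGB8 (ENSG00000105855, chromosome 7, 20330702 to 20415754), an integrin subunit, had 4.01 ± 2.45 CPM in DKD-MSC and 0.901 ± 0.557 CPM in Control-MSC. Its log2 fold change of 2.15 (standard error 0.38, edgeR adjusted p = 0.00056) was similar in both ranges, 2.02 up to 38 (adjusted p = 0.0194) and 2.51 from 41 (adjusted p = 0.207). With the groups summed, the adjusted p was 0.206 for LOXL4 and 0.0823 for ITGB8. In a summed fit with the number range as a covariate, chosen after seeing the data, IGFBP2 (adjusted p = 0.0467) and ITGB8 (0.0343) passed and LOXL4 (0.0842) did not. All 5 upregulated genes shown in the plot of mRNA levels were DE over the 38 libraries and higher in DKD-MSC in every range in which they were tested.

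**Figure D2:**
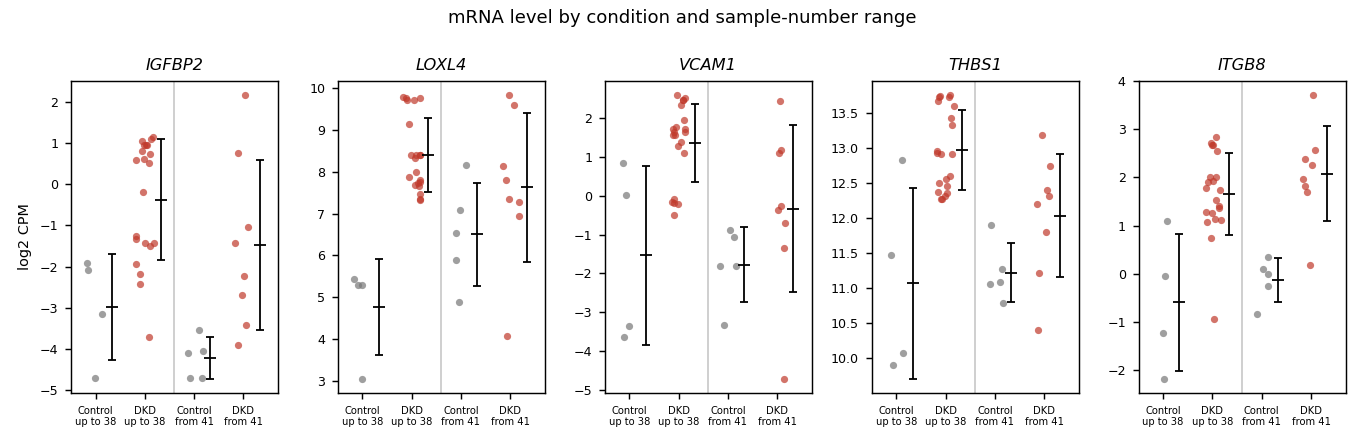
log2 CPM of IGFBP2, LOXL4, VCAM1, THBS1 and ITGB8 in each library of Control-MSC (grey) and DKD-MSC (red), by sample-number range; bars are the mean ± SD of the 4, 21, 5 and 8 libraries, from left to right. The means of DKD-MSC lie above those of Control-MSC in both ranges.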

Among the top 15 DE upregulated mRNAs were pro-angiogenic genes, including *IGFBP2*, lysyl oxidase-like 4 (*LOXL4*) and *VCAM1*, and anti-angiogenic genes, including *THBS1* and *ITGB8*. 

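The enkephalin precursor gene PENK (ENSG00000181195, chromosome 8, 56436674 to 56446734) had 5.85 ± 6.19 CPM in DKD-MSC (SD, n = 29) and 50.4 ± 52.9 CPM in Control-MSC (SD, n = 9). Its log2 fold change was -3.11 (standard error 0.46, edgeR quasi-likelihood test, adjusted p = 6.5e-05), and 22 of the 29 DKD-MSC libraries lay below every Control-MSC library. It was -3.24 up to 38 and -3.36 from 41, and the exons of PENK overlap a transcript on the opposite strand over 20.1% of their length. CXCL8 (ENSG00000169429, chromosome 4, 73740506 to 73743716), which encodes interleukin-8, had 6.53 ± 5.80 CPM in DKD-MSC and 57.1 ± 44.8 CPM in Control-MSC, a log2 fold change of -3.13 (standard error 0.42, edgeR adjusted p = 1.9e-05). PENK and CXCL8 had the smallest adjusted p of the 9 genes from 41, 0.0767 for each. MMP12 (ENSG00000262406, chromosome 11, 102862736 to 102875034) fell from 4.68 ± 7.85 CPM in Control-MSC to 0.231 ± 0.299 CPM in DKD-MSC. Its log2 fold change was -4.34 (standard error 0.59, edgeR adjusted p = 1.9e-05), but -5.58 up to 38 and -1.58 from 41. For MMP10 the same 2 values were -6.64 and -1.72, and the difference between the ranges had an adjusted p of 0.0372 in the edgeR interaction test. That test kept near-identical libraries as separate samples. With their groups summed, a choice made after seeing the data, MMP10 did not pass it, so this difference between the ranges stays open. The change of IL13RA2 was the smallest of the 9, a log2 fold change of -1.64 (standard error 0.46, edgeR adjusted p = 0.027). It lost significance without either of 2 Control-MSC libraries of the first range (adjusted p 0.0508 and 0.0616). CXCL3, IL33 and MMP3 had log2 fold changes of -2.95, -3.56 and -3.02 over all libraries. In Control-MSC up to 38 the SD of each of these 3 genes was larger than the mean, for example 680 ± 786 CPM for MMP3 (n = 4). The same held in DKD-MSC from 41, for example 108 ± 210 CPM for MMP3 (n = 8). All 9 genes, with BMP2, were lower in DKD-MSC in both ranges. When the groups of near-identical libraries were summed, none of the 9 genes kept an adjusted p under 0.05, although all had an unadjusted p under 0.05 and the same direction. Adding the number range to the summed fit, which was chosen after seeing the data, gave PENK (adjusted p = 0.0207) and CXCL8 (0.0184) an adjusted p under 0.05, and none of the other 7.

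**Figure D3:**
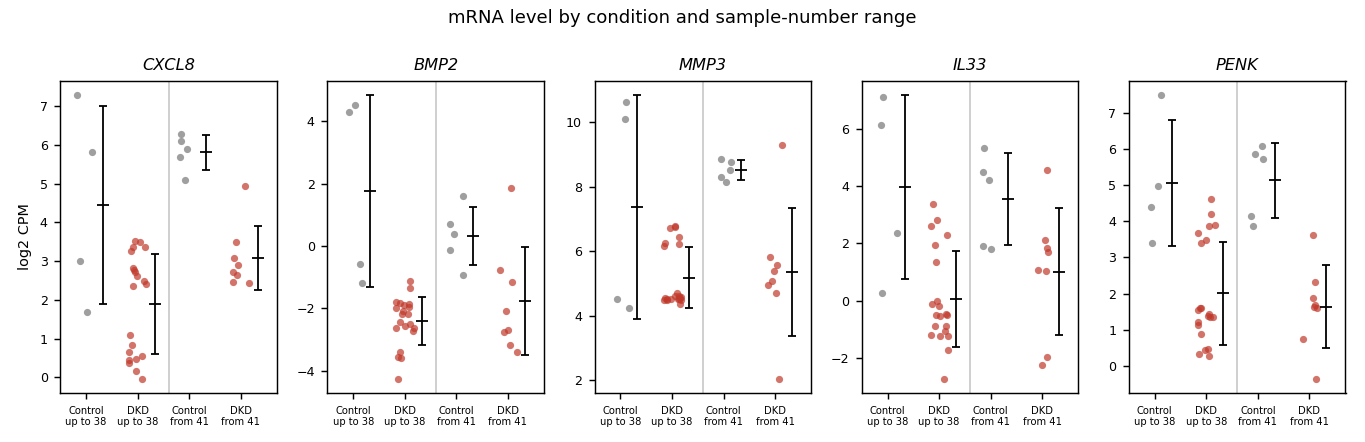
log2 CPM of CXCL8, BMP2, MMP3, IL33 and PENK in each library of Control-MSC (grey) and DKD-MSC (red), by sample-number range; bars are the mean ± SD of the 4, 21, 5 and 8 libraries, from left to right. The 4 Control-MSC libraries up to 38 are widely spread for CXCL8, BMP2, MMP3 and IL33, while those from 41 lie closer together. For BMP2, MMP3 and IL33, 1 DKD-MSC library from 41 lies well above the others.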

Among the top 15 DE down-regulated genes several were pro-angiogenic genes, including interleukin (*IL*)13 receptor subunit alpha-2, C-X-C motif chemokine ligand (*CXCL*)*3*, *IL33*, *PENK*, matrix metalloproteinase (*MMP*)*10*, *CXCL8*, *BMP2*, and *MMP3* as well as an anti-angiogenic gene, *MMP12*. Expression patterns of several mRNAs were subsequently confirmed by qPCR (Additional file 1: Fig. S1A and C). In addition, DKD-MSCcm tended to release higher levels of the anti-angiogenic protein TSP1 compared to Control-MSCcm (Additional file 1: Fig. S1B).

**Fig. 2:**
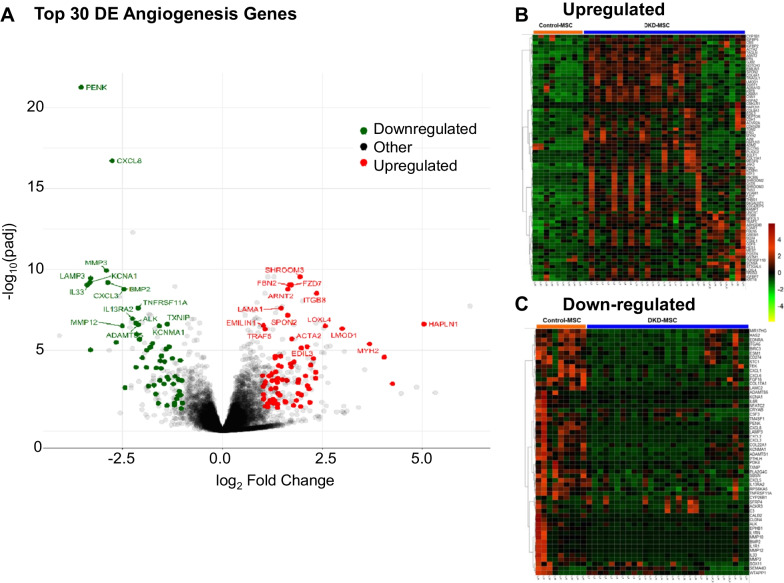
The volcano plot demonstrates the distribution of the top 30 differentially expressed (DE) upregulated (red) and down-regulated (green) angiogenesis-related genes (**A**). Heatmaps are shown for DE upregulated (**B**) and down-regulated (**C**) mRNAs in DKD-MSC. padj: adjusted *p* value

### miRNA alterations in DKD-MSC

A total of 575 annotated miRNAs were identified, of which 208 (119 upregulated and 89 down-regulated) were DE in DKD-MSC. Expression patterns of miRNAs were subsequently confirmed by qPCR (Additional file 1: Fig. S1D). DE miRNAs were further inspected to identify mRNA targets involved in angiogenesis. Target prediction analysis resulted in 14 unique DE miRNAs regulating 18 unique DE angiogenesis-related genes (Fig. 3A) and 25 mRNA-miRNA interactions (Fig. 3B). 

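All 18 genes listed in Fig. 3B could be tested in the mRNA counts, and 15 of them were DE over the 38 libraries. The figures give a direction for 14 of the 18 genes, and all 14 had that direction. The 3 genes that were not DE were RPS6KA5, IGFBP5 and CYP1B1. RPS6KA5 (ENSG00000100784) had 0.542 ± 0.314 CPM in DKD-MSC (SD, n = 29) and 1.02 ± 0.350 CPM in Control-MSC (SD, n = 9), a log2 fold change of -0.91 (standard error 0.30, edgeR adjusted p = 0.058). Within the sample numbers up to 38 it passed both thresholds (-1.20, adjusted p = 0.0211). IGFBP5 had a log2 fold change of 0.78 (adjusted p = 0.279) and CYP1B1 one of -0.08 (adjusted p = 0.910). IGFBP5 was 0.19 up to 38 and 1.51 from 41, and CYP1B1 was -0.99 up to 38 and 1.62 from 41. None of these range values had an adjusted p under 0.05. IGFBP5 was DE in 1 of the 9 fits that left out 1 Control-MSC library (edgeR adjusted p = 0.0056). The smooth muscle gene TAGLN (ENSG00000149591) had a log2 fold change of 1.69 (standard error 0.34, edgeR adjusted p = 0.0023). Of its exonic length, 11.4% overlaps PCSK7 on the opposite strand. COL4A1 (ENSG00000187498) had a log2 fold change of 1.57 (standard error 0.43, edgeR adjusted p = 0.023), and COL8A1 (ENSG00000144810) had one of 1.18 (standard error 0.32, edgeR adjusted p = 0.022). Without 1 Control-MSC library, a different one for each gene, the adjusted p rose to 0.0503 for COL4A1 and 0.0505 for COL8A1. IL6R lost significance without 1 Control-MSC library (adjusted p = 0.0828), and FGF16 and HES1 each lost it in 5 of the 9 fits that left out 1 (adjusted p up to 0.124 and 0.0628). Summing each group of near-identical libraries left none of the 18 genes DE and 15 with an unadjusted p under 0.05. With the number range in that fit, chosen after seeing the data, ACTA2, CXCL8 and ADAMTS5 were DE.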

Surprisingly, only one miRNA was down-regulated (miR-148a-3p), which interacted with ribosomal protein S6 kinase A5 (*RPS6KA5*), involved in phosphorylating cAMP-response element-binding protein (*CREB*) that promotes angiogenesis by regulating vascular endothelial growth factor (VEGF) receptor-1(*VEGFR1*). Notably, let-7a-5p targeted five mRNAs (transgelin/*TAGLN*, *THBS1*, *LOXL4*, collagen 4A1/*COL4A1*, and collagen 8A1/*COL8A1*; Fig. 3C).

**Fig. 3:**
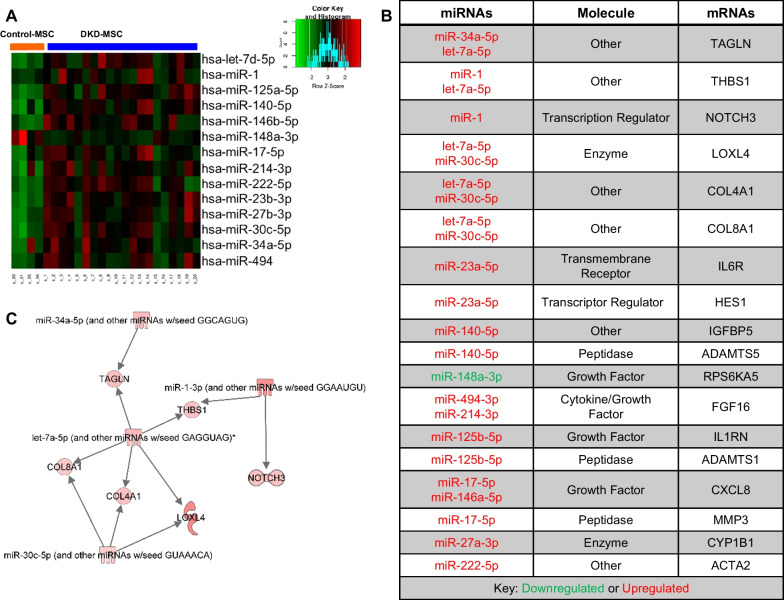
Heatmap demonstrates 14 DE microRNAs (miRNAs) in DKD-MSC (**A**). Table lists differentially expressed miRNA and their potential angiogenesis-related mRNA targets analyzed by ingenuity pathway analysis (**B**). Font colors: upregulated (red), down-regulated (green) miRNAs. Diagram of let-7a-5p targeting of several mRNAs including TAGLN, THBS1, LOXL4, COL4A1, and COL8A1 in addition to other differentially expressed miRNA activities (**C**)

### DKD-MSCcm angiogenic functionality

Apart from the influence of hyperglycemia, uremic conditions present in DKD may further impact gene expression, intrinsic properties of MSC, and MSC functionality. Therefore, we assessed the reparative capacity of DKD-MSCcm on injured endothelial cells by establishing a uremic and diabetic microenvironment using HG + IS. Pre-incubation of HUVEC with HG + IS diminished tube formation capacity. Co-incubation of HUVEC with DKD-MSCcm prior to HG + IS exposure restored formation of tube-like networks (Fig. 4A, B), reflecting sustained pro-angiogenic properties. In other functional studies, incubation of DKD-MSCcm restored the migration potential of injured HUVEC, while proliferation activity was not different between groups (Additional file 2: Fig. S2A, B). Co-culture of MSCcm with injured HUVEC increased THBS1 mRNA expression, though DKD-MSCcm exhibited lower THBS1 levels when compared with Control-MSCcm (*p* = 0.07) (Additional file 2: Fig. S2C). Furthermore, exposure to HG + IS led to upregulation of adhesion molecules *SELE*, *VCAM1*, *ICAM-1* in HUVEC, while incubation of DKD-MSCcm attenuated mRNA expression, suggesting that DKD-MSCcm prevents endothelial dysfunction (Fig. 4C). No differences were observed between DKD-MSCcm and Control-MSCcm groups. Furthermore, VEGF mRNA levels increased in HG + IS-exposed HUVEC, but MSCcm from DKD and Controls prevented the rise in VEGF expression (Fig. 4D).

**Fig. 4:**
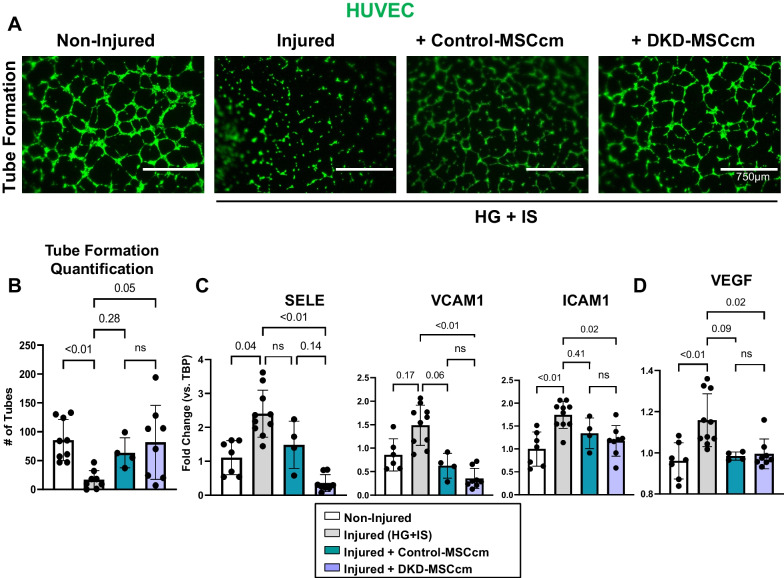
Representative images of capillary-like tubes formed by non-injured human umbilical vein endothelial cells (HUVEC) or in the presence of high glucose (HG) plus indoxyl sulfate (IS) injury and either Control-MSC conditioned medium (cm) or DKD-MSCcm. Images were acquired at 40× resolution and were not enhanced. (**A**). Quantification of total number of tubes among groups (**B**). Selectin E (*SELE*), vascular cell adhesion molecule 1 (*VCAM1*), intercellular adhesion molecule 1 (*ICAM-1)* (**C**) and vascular endothelial growth factor (*VEGF*) (**D**) mRNA expression levels in HUVEC. ns, not statistically significant (*p* > 0.5); other non-significant *p* values (*p* > 0.05) are shown in this figure given trends in the relationships

## Discussion

Our study used comprehensive sequencing analysis to compare the enrichment and suppression of mRNA and miRNA expression in adipose tissue-derived MSC in DKD and control subjects. We further explored the pro-angiogenic potential of DKD-MSCcm in vitro. 

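The spread of expression within each condition was compared as the SD of log2 CPM of each gene over the libraries. It covers all tested genes. The paper writes of heterogeneity among angiogenesis mRNAs and names no measure of spread, so the 2 may not concern the same quantity. Over all 38 libraries, 40.1% of the 21093 genes had the larger SD in DKD-MSC, and the median ratio of the SD in DKD-MSC to that in Control-MSC was 0.914. Against 1000 random splits of the libraries into groups of the same sizes, whose median share was 62.2%, the two-sided permutation p was 0.406. These splits put near-identical libraries in both groups, while the DKD-MSC hold all of them, so this p decides nothing. An SD over both ranges also holds the difference between the ranges, in which the conditions have unequal shares. This second limit applies to the summed groups as well. The value changed side with the libraries used. With each group of near-identical libraries summed to 1 sample, 59.5% of the genes had the larger SD in DKD-MSC (permutation p = 0.870). Within the sample numbers from 41, which hold none of those groups, 83.9% of the genes had the larger SD in DKD-MSC and the median ratio was 1.70 (permutation p = 0.008). Within the sample numbers up to 38 the share was 43.3% (permutation p = 0.314, with the same limit).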

Compared to MSC from controls, DKD-MSC exhibited heterogeneity in the expression profiles of mRNA associated with angiogenic activity. Furthermore, 14 miRNAs targeted these angiogenesis-related genes modifying mRNA activity. In particular, miRNA let-7a-5p, which regulates angiogenesis, has anti-thrombospondin activity, and is associated with DKD pathogenesis, was upregulated and had the highest number of mRNA targets. In our in vitro studies mimicking the DKD microenvironment, DKD-MSCcm incubation restored endothelial cell function and halted overexpression of adhesion molecules associated with vascular insult. These observations suggest that despite alterations of the transcriptome, the pro-angiogenic reparative capacity of MSC in vitro appears relatively preserved in DKD subjects.

To limit potential immunological reactions and minimize the risk of allosensitization in subjects who may eventually desire kidney transplantation, an autologous MSC source is preferable. However, DKD patient factors such as advanced age, hyperglycemia, and uremia may diminish MSC reparative ability. Our previous ex vivo studies in MSC from patients with DKD showed that DKD-MSC anti-inflammatory, immunomodulatory, anti-apoptosis, and anti-fibrosis functionality remained intact compared with Control-MSC. However, the migratory capacity of DKD-MSC was lower than that of Control-MSC [21]. Therefore, we further explored functional differences in angiogenic capacity between DKD-MSC and Control-MSC in this study.

Angiogenic activity is dependent on the intricate balance between pro-angiogenic factors (such as VEGF, fibroblast growth factor-2/FGF2, transforming growth factor-β/TGF-β, and angiopoietins) and factors that inhibit angiogenesis (angiostatin, endostatin, thrombospondins) [33]. Diabetes is associated with angiogenesis dysregulation leading to structurally immature blood vessel formation after injury, impaired wound healing, and excessive angiogenesis—particularly in DKD and diabetic retinopathy [33, 34]. We previously found no difference in secretion of VEGF-A between DKD-MSC and Control-MSC, while hepatocyte growth factor (HGF), maintaining anti-apoptosis, anti-fibrotic, and pro-angiogenic activity, was substantially higher in DKD-MSC [21]. VEGF is the key mediator of angiogenesis and vessel repair. Xin et al. [35] found that the combination of HGF and VEGF increased neovascularization greater than either growth factor alone. In our studies, DKD-MSCcm restored HUVEC formation of tube-like networks and migration ability in a uremic, diabetic milieu, thus demonstrating that DKD-MSC maintain angiogenic repair capability in vitro. Previous studies identified MSC subsets possessing greater angiogenic paracrine activity. Du et al. [36] found that VCAM1^+^ expressing MSC had increased gene expression and release of pro-angiogenic factors and cytokines (VEGF, HGF, MMP2, and CXCL1) compared to VCAM1^−^-MSC. In in vivo studies, exogenous delivery of VCAM1^+^-MSC increased perfusion in the preclinical ischemic hindlimb model versus VCAM1^−^-MSC. Likewise, VCAM1 mRNA was upregulated in our DKD-MSC, which could potentially influence pro-angiogenic repair activity observed in vitro.

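VCAM1 (ENSG00000162692, chromosome 1, 100719742 to 100739045) had 2.66 ± 1.85 CPM in DKD-MSC (SD, n = 29) and 0.484 ± 0.566 CPM in Control-MSC (SD, n = 9). The log2 fold change of VCAM1 was 2.44 (standard error 0.62, edgeR quasi-likelihood test, adjusted p = 0.016). Of the 29 DKD-MSC libraries, 19 lay above every Control-MSC library and 1 lay below all of them. The difference had a similar size in both sample-number ranges, 2.12 up to 38 (adjusted p = 0.0595) and 2.36 from 41 (adjusted p = 0.272), but passed the threshold in neither. After summing the groups of near-identical libraries it was 2.06 (adjusted p = 0.443). From the higher VCAM1 mRNA, together with a published study of VCAM1-positive MSC, the paper proposes an influence on the pro-angiogenic activity of the cells.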

Contrarily, anti-angiogenic genes were upregulated (e.g. THBS1) and pro-angiogenic genes were down-regulated (e.g. BMP2) in DKD-MSC in our study, which could disturb angiogenic activity. 

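THBS1 (ENSG00000137801, chromosome 15, 39581079 to 39599466) was an abundant transcript, with 7595 ± 3610 CPM in DKD-MSC (SD, n = 29) and 2721 ± 1904 CPM in Control-MSC (SD, n = 9). The log2 fold change of THBS1 was 1.48 (standard error 0.32, edgeR quasi-likelihood test, adjusted p = 0.0039). It was 1.51 up to 38 (adjusted p = 0.0222) and 0.99 from 41 (adjusted p = 0.274). With each group of near-identical libraries summed, it was 1.21 (adjusted p = 0.245). Over the 38 libraries, 13 of the 29 DKD-MSC libraries lay above every Control-MSC library. All 14 genes that the paper's text names as DE in its section on mRNA were DE in the direction the paper gives over the 38 libraries, also when adjusted over the list alone. The second count is not independent evidence, because the study chose the genes on these samples. Up to 38 alone 12 of the 14 were DE, and from 41 alone 0 of the 13 tested. With the groups summed 0 of the 14 were DE. With the range as a covariate as well, chosen after seeing the data, 4 were. All tested genes kept the paper's direction in these settings. From anti-angiogenic genes that were higher and pro-angiogenic genes that were lower in DKD-MSC, the paper proposes a disturbance of their angiogenic activity.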

Thrombospondin 1 (TSP1), encoded by the *THBS1* gene, is a secreted anti-angiogenic protein that modulates cell migration and adhesion by regulating vascular nitric oxide signaling [37, 38]. In a study by Dzhoyashvili et al. [39], MSC harvested from subjects with type 2 diabetes and coronary artery disease showed impaired ability to stimulate angiogenesis in vitro with significant increase in mRNA level of THBS1, as well as closely negative correlation between its mRNA level and MSC angiogenic activity measured by tube formation assay. Similar to these findings, our MSC harvested from participants with DKD also had trends of higher THBS1 mRNA expression and protein release in condition media, but no statistical differences compared with Control-MSC for angiogenic capability to restore formation of tube-like networks in injured endothelial cells. Similarly, we found that DKD-MSCcm led to increased migration of HG + IS injured HUVEC versus injured controls with no difference observed between DKD- and Control-MSCcm groups. 

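BMP2 (ENSG00000125845, chromosome 20, 6767664 to 6780280) encodes a secreted growth factor of the TGF-beta family. It had 0.302 ± 0.640 CPM in DKD-MSC (SD, n = 29) and 5.66 ± 8.96 CPM in Control-MSC (SD, n = 9), a log2 fold change of -4.24 (standard error 0.58, edgeR quasi-likelihood test, adjusted p = 2.3e-05). Of the 29 DKD-MSC libraries, 25 lay below every Control-MSC library. With the 38 libraries kept separate, the difference was larger in the sample numbers up to 38 than in those from 41. It was -5.95 up to 38 (adjusted p = 1.6e-08) and -1.18 from 41 (adjusted p = 0.48), and the difference between these 2 values had an adjusted p of 0.0164 in the edgeR interaction test. The larger value came with 10.9 ± 12.1 CPM in the 4 Control-MSC libraries up to 38, compared with 1.44 ± 0.954 CPM in the 5 from 41. The smaller value came with 0.635 ± 1.20 CPM in the 8 DKD-MSC libraries from 41. There, 1 library had a log2 CPM of 1.85 and the next highest had -0.769. No fit left out a DKD-MSC library from 41. In the fit with near-identical libraries summed by group, the log2 fold change was -3.69 (adjusted p = 0.104). The interaction test on summed groups, chosen after seeing the data, left 1 gene, which was not BMP2. Whether the effect on BMP2 differs between the ranges therefore stays open.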

BMP2 mRNA expression was lower in DKD-MSC in our study. BMP2 has been proven to promote angiogenesis by facilitating endothelial migration [40], invasion, and proliferation [41] and induce HUVEC tube formation [42]. Overall, these observations suggest that the ultimate functional outcome may depend on a weighted effect of these genes and their inhibitors, in concert with the impact of the microenvironment.

Given that miRNA regulate gene activity, we further assessed the relationship between miRNA and angiogenesis-related mRNA in DKD-MSC. In our study, 208 differentially expressed miRNAs were identified among which 14 miRNAs targeted differentially expressed angiogenesis-related mRNA. Interestingly, let-7a-5p was upregulated in RNA-seq analysis (and had a trend toward higher gene expression, supplemental Fig. 1D) and targets the highest number of mRNAs, including *TAGLN*, *THBS1*, *LOXL4*, *COL4A1*, and *COL8A1*. Let-7a-5p has pro-angiogenic properties with increasing sprout formation of hypoxic HUVEC [43, 44] by directly targeting the 3′UTR of the THBS1 mRNA [45]. Hence, we speculate that DKD-MSC restore angiogenetic abilities partly because of increased let-7a-5p. Zhu et al. [44] conducted miRNA sequencing revealing that let-7 family (let-7a-5p) was enriched in EVs derived from human AD-MSC, and blocking of let-7 impaired tube formation of HUVEC in vitro. In addition, platelet-derived EVs can deliver let-7a into HUVEC in vitro with inhibition of HUVEC tube formation by down-regulating TSP1 protein expression [45]. Consistent with these findings, we used DKD-MSCcm, containing MSC-EVs and found trends of higher tube formation and lower THBS1 mRNA expression in HUVEC compared to Control-MSCcm. Further investigation is required to explore the mechanism and outcomes of altered let-7a-5p in vivo and in vitro. In addition, our studies found that TSP1 targets included: *TAGLN*, a regulator of angiogenesis [46], *LOXL4*, a contributor to the vascular permeability in diabetes [47], types of collagen (*COL4A1* and *COL8A1)* that influence angiogenesis plus *THSB1* an inhibitor of angiogenesis [48]. Further observations are needed to explore how let-7a-5p adjusts these mRNA. Taken together, these observations suggest that differentially expressed miRNAs, particularly let-7a-5p, in DKD-MSC might contribute to angiogenesis dysregulation.

We further examined MSC angiogenic repair capacity in vitro. After an in vitro injury mimicking a DKD microenvironment, endothelial cells lost tube formation capacity and increased adhesion molecule (*SELE, VCAM, ICAM-1)* expression, key molecules associated in early vascular injury [49–51]. These effects were reversed following co-incubation with DKD-MSCcm. Additionally, HUVEC migration was reduced after HG + IS treatment but improved with DKD-MSCcm co-culture but was not different versus Control-MSCcm. Angiogenic function impairment in vivo was shown by Kim et al*.* [52] wherein exogenous delivery of MSC from diabetic rats failed to improve blood flow compared to MSC from non-hyperglycemic rats in a model of hindlimb ischemia. Interestingly, higher expression levels of pro-angiogenic factors (HGF, FGF2, PGF, insulin-like growth factor-1*,* and angiopoietin-2 were evident in both control- and diabetic MSC infused into ischemic tissue 2 weeks-post administration, indicating that diabetic MSC still possess paracrine angiogenic repair capacities albeit limited. Hence, a therapeutic boost of autologous MSC infusion could still help enhance angiogenic repair capacity in patients with DKD.

This study has limitations. First, the predominantly Caucasian and relatively older study cohort may limit generalizability of our findings to other races and younger individuals with DKD, but remains reflective of the DKD population in the USA [53]. Secondly, AD-MSC may differ from other autologous cell sources, such as bone marrow or umbilical cord [54], though AD-MSC may possess more potent pro-angiogenic activity [26]. Furthermore, in vivo studies are needed to confirm these in vitro findings in DKD-MSC. Finally, future mechanistic studies employing loss of function (e.g., siRNA or miRNA inhibitors) are necessary to establish which DE genes are involved in modification of DKD-MSC angiogenic function.

## Conclusions

Compared to Control-MSC, AD-MSC harvested from DKD participants possess modified genetic messages related to angiogenesis. Yet, DKD-MSC maintained the intrinsic capacity to release pro-angiogenic paracrine factors to avert further endothelial dysfunction. Identification of disease-related dysfunction and interindividual variation in MSC may allow for development of regenerative strategies to improve MSC function and thwart barriers that prevent successful MSC therapeutic outcomes in individuals with DKD.

## Supplementary Information

**Additional file 1: Fig. S1.** Validation of upregulated (**A**) and down-regulated (**C**) differentially expressed (DE) messenger RNAs (mRNAs) in diabetic kidney disease (DKD)-mesenchymal stromal cells (MSC), as well as microRNAs (miRNAs) (**D**). ELISA of TSP1 in MSC conditioned medium (MSCcm) (**B**). *BMP2*, bone morphogenetic protein 2; *PENK*, proenkephalin; *VCAM1*, vascular cell adhesion molecule 1; *IGFBP2*, insulin-like growth factor-binding protein 2; *THBS1/TSP1*, thrombospondin 1; *ITGB8*, integrin subunit beta 8.

**Additional file 2: Fig. S2.** Representative images of capillary-like tubes formed by non-injured human umbilical vein endothelial cells (HUVEC) or in the presence of high glucose (HG) plus indoxyl sulfate (IS) injury and either Control-MSC conditioned medium (cm) or DKD-MSCcm. Images were acquired at 40X resolution and were not enhanced. (**A**). 4′,6-diamidino-2-phenylindole (DAPI) nuclear DNA (**A**). Nuclear staining (blue), proliferation marker Ki67 protein staining (red). Quantification of proliferation ability (**A**) and migratory function (**B**). Thrombospondin (*THSB1*) gene expression in HUVEC groups (**C**).

## Data Availability

The datasets supporting the conclusions of this article are available from the corresponding author on reasonable request, without undue reservation. Sequencing data were deposited in NCBI’s Gene Expression Omnibus and are publicly available [accession number: GSE217712].

## Abbreviations

AD-MSC: Adipose tissue-derived mesenchymal stem cells
ANOVA: Analysis of variance
BMP2: Bone morphogenetic protein 2
BMI: Body mass index
CD: Cluster of differentiation
CKD: Chronic kidney disease
CM: Conditioned medium
COL4A1: Collagen 4A1
COL8A1: Collagen 8A1
Control-MSC: Control mesenchymal stromal cells
CREB: CAMP-response element-binding protein
CXCL: C–X–C motif chemokine ligand
DE: Differentially expressed
DKD: Diabetic kidney disease
DKD-MSC: Diabetic kidney disease mesenchymal stromal cells
DKD-MSCcm: Diabetic kidney disease mesenchymal stromal cells condition medium
eGFR: Estimated glomerular filtration rate
FC: Fold change
FGF2: Fibroblast growth factor-2
GAPDH: Glyceraldehyde 3-phosphate dehydrogenase
HbA1c: Hemoglobin A1c
HG: High glucose
HGF: Hepatocyte growth factor
HUVEC: Human umbilical vein endothelial cells
ICAM-1: Intercellular adhesion molecule 1
IGFBP2: Insulin-like growth factor-binding protein 2
IL13RA2: Interleukin 13 receptor subunit alpha-2
IQR: Interquartile range
IS: Indoxyl sulfate
ITGB8: Integrin subunit beta 8
LOLX4: Lysyl oxidase-like 4
MAP-RSeq: Mayo analysis pipeline for RNA-seq
miRNA: MicroRNA
MMP: Matrix metalloproteinase
mRNA: Messenger RNA
MSC: Mesenchymal stromal cells
MSCcm: Mesenchymal stromal cells condition medium
padj: Adjusted *p* value
PAI-1: Plasminogen activator inhibitor-1
PENK: Proenkephalin
PGF: Placental growth factor
RNA-seq: RNA sequencing
RPS6KA5: Ribosomal protein S6 kinase A5
SELE: Selectin E
snRNA: Small nuclear RNA
TAGLN: Transgelin
TBP: TATA-binding protein
TGF-β: Transforming growth factor-β
THBS1: Thrombospondin 1 (gene)
TSP1: Thrombospondin 1 (protein)
VCAM1: Vascular cell adhesion molecule 1
VEGF: Vascular endothelial growth factor
VEGFR1: Vascular endothelial growth factor receptor-1

# Supplementary material for: Diabetic kidney disease induces transcriptome alterations associated with angiogenesis activity in human mesenchymal stromal cells
**Source:** Stem Cell Res Ther. 2023 Mar 22;14:49. doi: 10.1186/s13287-023-03269-9
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Validation of upregulated (A) and down-regulated (C) differentially expressed (DE) messenger RNAs (mRNAs) in diabetic kidney disease (DKD)-mesenchymal stromal cells (MSC), as well as microRNAs (miRNAs) (D). ELISA of TSP1 in MSC conditioned medium (MSCcm) (B). BMP2, bone morphogenetic protein 2; PENK, proenkephalin; VCAM1, vascular cell adhesion molecule 1; IGFBP2, insulin-like growth factor-binding protein 2; THBS1/TSP1, thrombospondin 1; ITGB8, integrin subunit beta 8.

## Slide 1
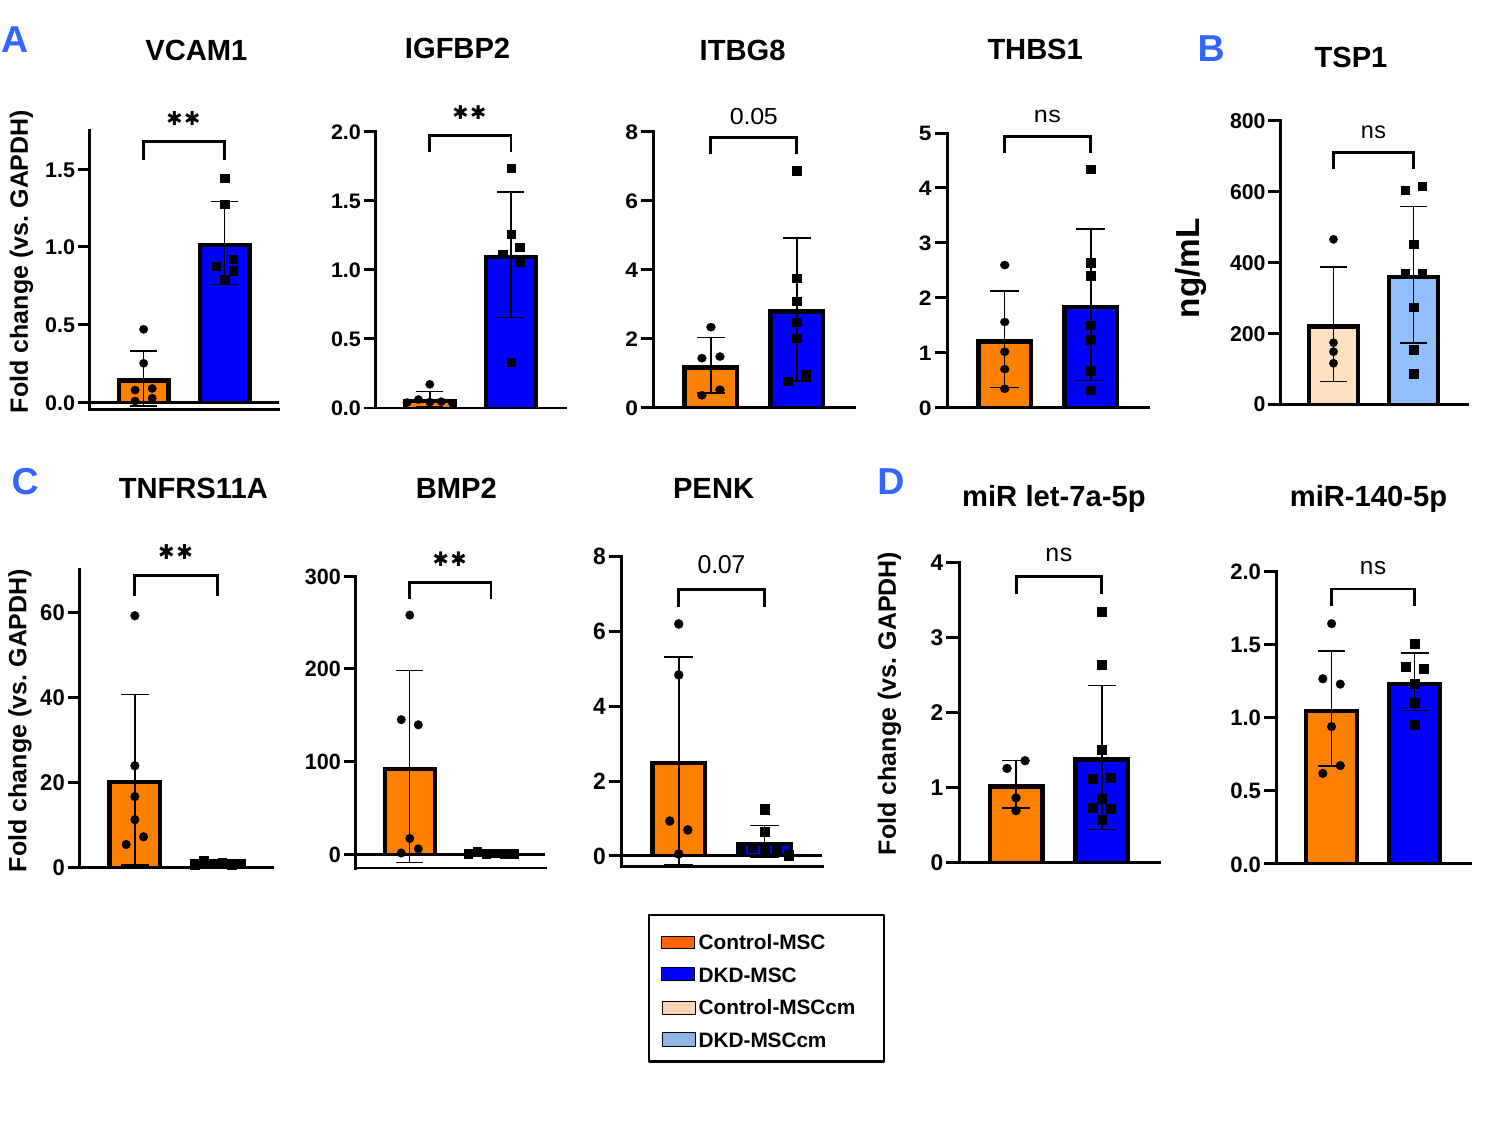

A
B
IGFBP2
THBS1
VCAM1
ITBG8
TSP1
Fold change (vs. GAPDH)
ng/mL
C
D
TNFRS11A
BMP2
PENK
miR let-7a-5p
miR-140-5p
Fold change (vs. GAPDH)
Fold change (vs. GAPDH)
Control-MSC
DKD-MSC
Control-MSCcm
DKD-MSCcm

# Supplementary material for: Diabetic kidney disease induces transcriptome alterations associated with angiogenesis activity in human mesenchymal stromal cells
**Source:** Stem Cell Res Ther. 2023 Mar 22;14:49. doi: 10.1186/s13287-023-03269-9
**Supplement:** Supplementary file 2 — Additional file 2: Fig. S2. Representative images of capillary-like tubes formed by non-injured human umbilical vein endothelial cells (HUVEC) or in the presence of high glucose (HG) plus indoxyl sulfate (IS) injury and either Control-MSC conditioned medium (cm) or DKD-MSCcm. Images were acquired at 40X resolution and were not enhanced. (A). 4′,6-diamidino-2-phenylindole (DAPI) nuclear DNA (A). Nuclear staining (blue), proliferation marker Ki67 protein staining (red). Quantification of proliferation ability (A) and migratory function (B). Thrombospondin (THSB1) gene expression in HUVEC groups (C).

## Slide 1
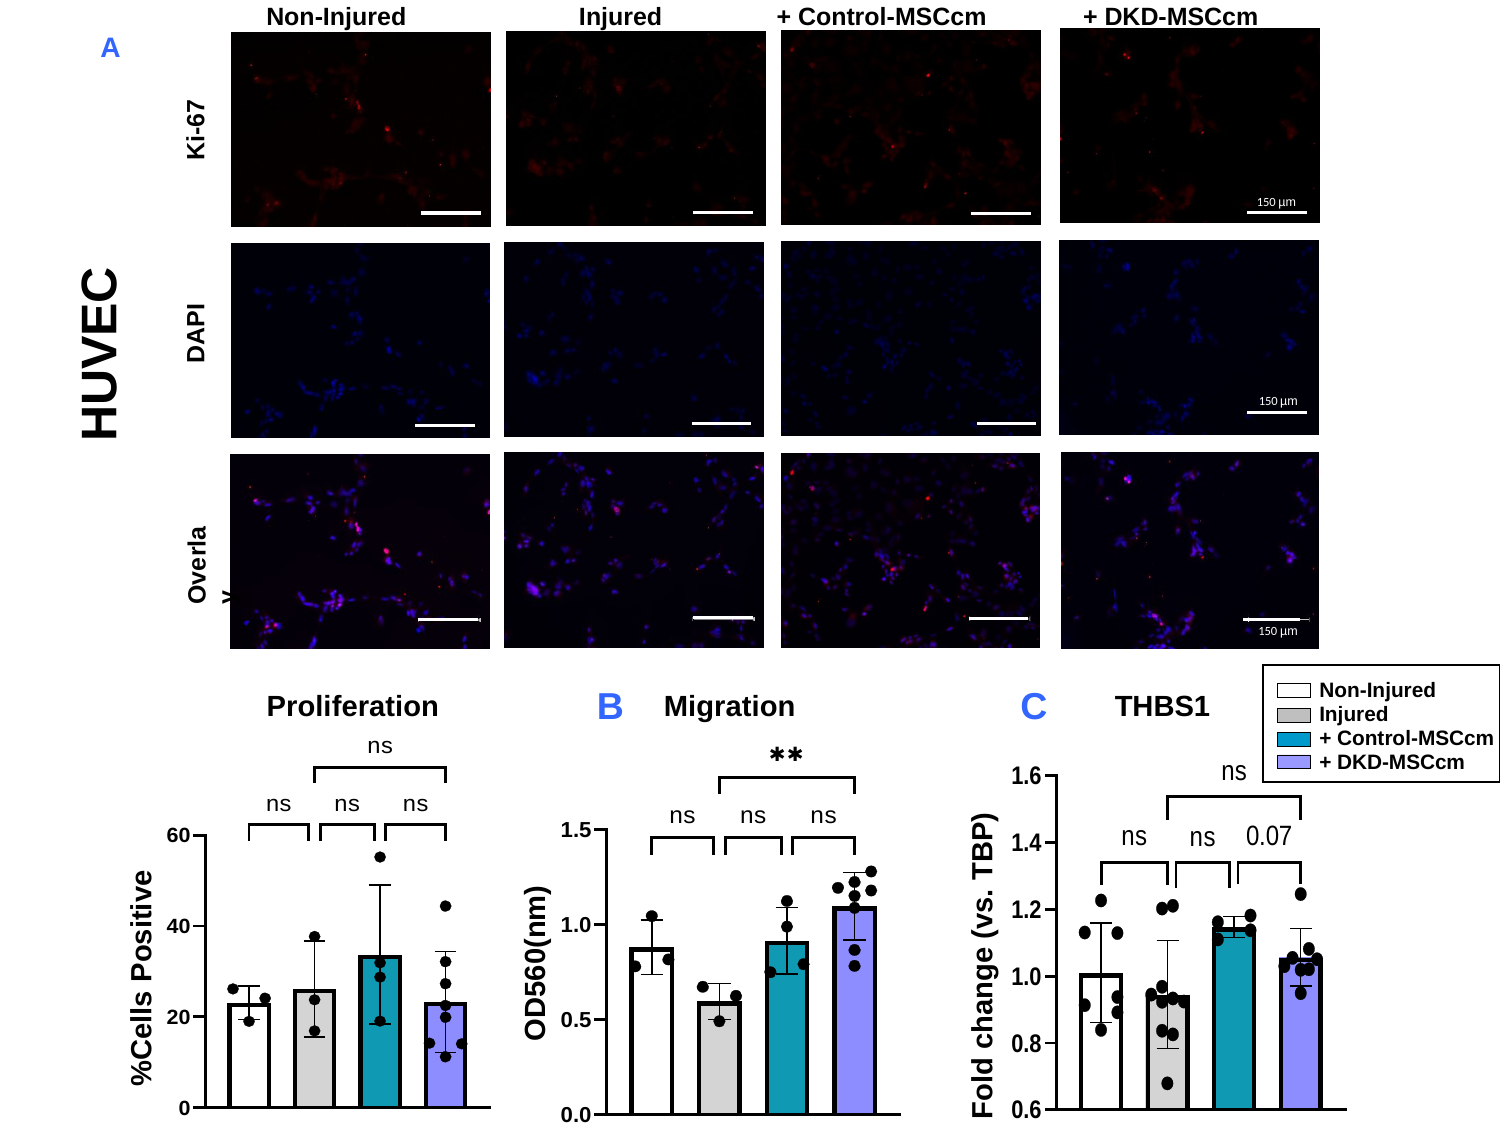

Non-Injured
Injured
+ Control-MSCcm
+ DKD-MSCcm
A
Ki-67
A
B
D
C
150 µm
HUVEC
DAPI
150 µm
150 µm
Overlay
Non-Injured
Injured
+ Control-MSCcm
+ DKD-MSCcm
B
C
Proliferation
Migration
THBS1
Fold change (vs. TBP)
OD560(nm)
%Cells Positive

How the deposited data were processed for this re-analysis (not part of the article)

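The data are mRNA-seq values of adipose tissue-derived MSC in 38 libraries, 29 labelled DKD-MSC and 9 labelled Control-MSC. Conditions and sample numbers were taken from the sample labels, whose group sizes are those of the paper's methods. The miRNA, qPCR, flow cytometry and HUVEC experiments were not analysed here.

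The authors aligned the reads and counted them per gene with MAP-RSeq version 3.1.3, and deposited whole-number counts without normalization for 64253 genes. The paper's text does not name the genome build or the annotation. Of the gene identifiers, 56591 (88.1%) were found in GENCODE release 29 on GRCh38, and the positions were equal for 52904 of them (93.5%). Coordinates are those of the deposited table. The authors also deposited RPKM values, made from the counts, the gene length and a number of reads per library. The gene counts came to between 44.1% and 49.0% of that number of reads (median 47.0%). A gene symbol shared with another gene occurred for 5581 genes, which were told apart by their identifiers.

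The total gene count per library had a median of 54514376 in DKD-MSC and 44196045 in Control-MSC over all libraries. For sample numbers up to 38 the medians were 58297646 and 76040356, and for those from 41 they were 35779705 and 41529189. At these depths counting error is small for abundant genes, while genes under 1 CPM rest on few counts.

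Libraries were compared in pairs within autosomal genes with a mean count of at least 50, after adding 0.5. A pair with a dispersion index under 1.5 would have been summed to 1 sample, and 0 of the 703 pairs were. Same-condition libraries with a biological coefficient of variation under 0.1 were linked into groups, which were summed in an alternative. Groups formed on the odd-numbered autosomes alone were the same. As the libraries fall in 2 ranges of sample numbers, up to 38 and from 41, the comparisons were also made within each range and with the range as a covariate.

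Differential expression was tested with edgeR 4.0.16 in R 4.3.3: filterByExpr, TMM factors, glmQLFit and glmQLFTest with condition alone, and Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 and an absolute log2 fold change above 1 were called DE, as in the paper's methods. The standard error of a log2 fold change was derived from the quasi-likelihood F statistic. CPM were computed with TMM factors, and log2 CPM with a prior count of 2. The alternatives used RLE factors, DESeq2 1.42.0, the edgeR likelihood ratio and exact tests, limma-voom with sample quality weights (limma 3.58.1), other filters and thresholds, each number range alone, the range as a covariate, summed groups, each Control-MSC library left out in turn, and limma on log2 of RPKM plus 0.1 or plus 1. The spread within conditions was compared with 1000 random splits (seed 20231). Annotation, tables and figures were made with python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

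The steps were tested on simulated counts. Changed genes were drawn from those averaging above 1 CPM. The spread of each gene was estimated over all 38 libraries, near-identical ones included, and no difference between the ranges was simulated. The recovered shares may therefore not hold for the real counts. With the 38 libraries, 100% of the genes changed 4-fold were recovered and 5 of 142 calls were false (20718 genes). With 8 DKD-MSC and 5 Control-MSC, 93% were recovered and 5 of 143 calls were false (19450 genes). With copies of libraries kept as separate samples, 28 of 183 calls were false (20618 genes), and with the copies summed 3 of 144 were (19749 genes).

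The genes named are those in the paper's results text, the labels of Fig. 2A, the list in Fig. 3B and a few that its discussion names. Added to them are the 5 genes of smallest adjusted p in each direction not named in its text, Fig. 2A, Fig. 2C or Fig. 3B. This rule, the main design and the first set of alternatives were fixed before the data were examined. Lists of contractile, IL-1 and NF-kappa-B response, proliferation, macrophage, endothelial and adipocyte genes were tested with camera and fry. How many DE genes belong to the GeneCards angiogenesis list was not analysed here.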

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

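The tests of the interaction and of other splits were set before their results were seen, except the splits that moved only ungrouped libraries, which were chosen after the other counts and some of their own had been seen.

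In 3 of the 67 named genes examined, 1 Control-MSC library lay apart from the other 8, by more than the 95% critical value of Dixon's test for 9 samples. The gap was 0.583 of the range for LMOD1, 0.531 for HES1 and 0.675 for TBP, on the log2 CPM scale. Chance gives 3.35 such genes among 67, so the number is what chance gives, and no biological explanation was tested.

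The difference between DKD-MSC and Control-MSC was unequal between the sample-number ranges for 288 genes (edgeR quasi-likelihood interaction test, adjusted p under 0.05), while 3251 had an unadjusted p under 0.05. Among the named genes these were MMP10, BMP2, TNFRSF11A, IL1RN, ADAMTS1, HSPA6, IL1RL1, KIAA1244 and DERL3. When groups of near-identical libraries were kept whole and libraries were regrouped within each range, 12 of 100 splits, the real one included, gave at least as many genes, though the numbers of libraries per condition vary among these splits. With the groups summed, 1 gene was left (ENSG00000275560, named after its value was seen) and 1657 had an unadjusted p under 0.05. This alternative was chosen after seeing the data. The tables therefore leave open that the 288 genes could reflect which libraries happened to fall in each range. A difference between the participants of the 2 ranges stays open as well, and was not tested.

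Of the 581 DE genes, 522 are not named in the paper's text, Fig. 2A, Fig. 2C or Fig. 3B, and 59 are. The paper restricted its report to angiogenesis genes, so many of the 522 were outside its question. With all libraries regrouped freely, 1 of 100 splits (the real one) gave as many DE genes as the 581, but these splits put near-identical libraries in both arms, so the count decides nothing. With groups of near-identical libraries kept whole 3 of 100 did, and with the range as a covariate and splits within ranges 2 of 100 gave as many as the 640 genes of that fit. The numbers of libraries per arm vary among these splits, so they decide nothing either. When only ungrouped libraries were moved, so that each arm kept 29 and 9 libraries, 44 of 100 splits gave as many as 581 genes, with up to 6076. These splits also change the share of each range in the arms. With the range as a covariate and such splits within ranges, 7 of 100 gave as many as 640. Each of these splits keeps the 20 grouped libraries among DKD-MSC, and so keeps part of any true difference. An arbitrary grouping of the libraries therefore stays open for the 581 and the 640 genes. With the groups summed, 1 of 100 splits gave as many as 4 genes, and with the range as a covariate as well, 1 of 100 gave as many as 43, which argues against an arbitrary grouping for these 2 smaller counts. Up to 38 alone, with groups whole, 5 of 100 splits gave as many as 1197 genes, so for that count an arbitrary grouping stays open. After the trends with GC content and gene length were taken out, 478 of the 571 DE genes with a GC value still changed by more than 1, which argues against those trends as the whole source. Of the DE genes, 0.525% lie mostly opposite a gene with at least 10 times their CPM, compared with 2.53% of all tested genes. The DE ones were DERL3, RPL39P and ENSG00000272736, the last 2 named after their values were seen. Such opposite-strand genes had a median log2 difference of -7.65 between the ranges. This adds to their spread within each condition in a fit without the range. The smaller share therefore decides nothing about reads of the opposite strand. The condition itself stays open as a biological explanation. The paper reports a higher body mass index in the DKD participants. It also describes tissue taken in an outpatient suite for DKD and during kidney donor surgery for controls. Neither was analysed here, so the comparison cannot separate them from DKD.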

How the results depend on the processing

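The alternatives were set before the data were examined, except 6 marked as chosen after seeing the data. The plan to compare all 38 columns kept separate with sums of libraries at sampling noise gave no values, because no libraries were summed. No paired analysis was possible because DKD-MSC and Control-MSC share no sample numbers.

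The number of DE genes (581, with 297 higher and 284 lower in DKD-MSC) stayed within 1.5 times with RLE factors, the edgeR likelihood ratio and exact tests, and the number range as a covariate. It was 879 with DESeq2 (597 higher), 6526 with limma-voom and sample quality weights (5287 higher, 1239 lower), 1039 without a filter (687 lower) and 366 with at least 1 CPM in at least 9 samples (154 lower). With limma on log2 of RPKM plus 0.1 it was 268 (146 higher, 122 lower), and with RPKM plus 1 it was 79 (48 higher, 31 lower). Adjusted p alone gave 1314 genes (575 higher, 739 lower), and glmTreat against a log2 fold change of 1 gave 43 (11 higher, 32 lower). These 2 differ from the main count by the construction of the threshold, and the RPKM values are lowered for low genes by the pseudocount. For the other settings the cause was not tested.

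Up to 38 alone gave 1197 DE genes (354 higher, 843 lower). From 41 alone gave 0 higher and 0 lower, with 2669 genes at an unadjusted p under 0.05. With groups of near-identical libraries summed, 4 genes were DE (3 higher, 1 lower), and 1391 had an unadjusted p under 0.05. This setting has fewer samples, 23 in place of 38. In simulated counts with the copies summed to 14 DKD-MSC and 9 Control-MSC, 96% of the genes changed 4-fold were recovered. The simulated spread came from all 38 separate libraries, so this share may not hold for the real counts. The cause of the lower number was not tested. Among settings chosen after seeing the data, the summed groups with the number range as a covariate gave 43 genes (31 higher, 12 lower), limma-voom with the group as a random block gave 40 (27 higher, 13 lower), and the lowest-numbered library of each group gave 4 (3 higher, 1 lower). Leaving out the DKD-MSC library far from all others gave 629 (323 higher, 306 lower). Across the 9 fits that each left out 1 Control-MSC library, the number was from 421 to 1054, with from 203 to 724 higher and from 182 to 360 lower. The lowest and the highest totals each came without 1 library of the first range.

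Genes whose difference between the conditions was unequal between the ranges numbered 288, 241 with the CPM filter and 279 with RLE factors, but 588 with DESeq2. With summed groups, chosen after seeing the data, there was 1.

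The share of genes with the larger SD in DKD-MSC (40.1%) was below 50% with a prior count of 0.5, the median absolute deviation, the CPM filter and up to 38 alone. It was 59.5% with summed groups, 83.9% from 41 alone, and, chosen after seeing the data, 55.7% with summed groups up to 38 alone. Across the fits that each left out 1 Control-MSC library it was from 37.4% to 50.1%, the highest without 1 library of the first range. Of the values without near-identical libraries kept as separate samples, the one from 41 had a permutation p under 0.05 and the 2 with summed groups did not. The summed value over both ranges also holds the difference between the ranges. With those libraries kept separate, the random splits put them in both groups, so their p decides nothing.

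Of the 14 genes the paper's section on mRNA names, 14 were DE in the paper's direction. From 41 alone the number was 0 of 13, although 9 had an unadjusted p under 0.05, and with summed groups it was 0, although 14 had. It was 8 with limma on log2 of RPKM plus 1. Among settings chosen after seeing the data it was 4 with summed groups and the range as a covariate (IGFBP2, ITGB8, PENK and CXCL8), 8 with the random block, and 0 with the lowest-numbered library of each group, where 14 had an unadjusted p under 0.05.

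Over the 67 named genes, 1706 values were computed under alternatives: 1380 kept direction and side of the thresholds, 279 no longer passed them, 13 passed them newly and 34 changed sign. The changes of sign were in 5 genes, none of them DE in the main fit, while CYP1B1 was DE with limma-voom and quality weights. CYP1B1 (-0.08) was 1.58 with limma-voom and quality weights, 1.62 from 41, 0.62 and 0.27 with RPKM plus 0.1 and plus 1, 0.30 with summed groups and the range as a covariate, 0.72 with the random block, and from -0.23 to 0.74 with each Control-MSC library left out. CD14 (-0.09) was 0.93 with limma-voom and quality weights and from -0.22 to 0.22 with each Control-MSC library left out. HGF (-0.10) was 0.040 with the range as a covariate, 0.26 up to 38, 0.038 with RPKM plus 0.1, 0.14 with the random block and from -0.25 to 0.22 with each Control-MSC library left out. MMP2 (0.14) was -0.061 up to 38. GAPDH (-0.01) was 0.039 with RLE factors and with DESeq2, 0.0019 without a filter, 0.011 with the range as a covariate, 0.013 from 41, 0.029 up to 38, 0.12 with summed groups and with the lowest-numbered libraries, 0.11 with summed groups and the range as a covariate, 0.064 with the random block and from -0.049 to 0.018 with each Control-MSC library left out. The cause was not tested.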

Differences from the paper's values

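The log2 fold change of HAPLN1 was 3.38 (standard error 1.17), and the paper's value is about 5.0 in Fig. 2A, read by eye. Of the alternatives set before the data were examined, 3 came within the error of the paper's value: 6.66 from 41 alone, 4.14 with groups of near-identical libraries summed, and 5.91 without 1 Control-MSC library of the first range. The others did not, among them 0.92 up to 38 alone and 2.40 with the range as a covariate. Of the settings chosen after seeing the values, 3 came within the error as well: 4.63 with the group as a random block in limma-voom, 4.14 with the lowest-numbered library of each group, and 3.49 with summed groups and the range as a covariate (standard error 1.59). The paper shows HAPLN1 as DE. Its edgeR adjusted p was 0.072 here, while it was DE with DESeq2 (adjusted p = 0.00014), the edgeR likelihood ratio test (0.029), the edgeR exact test (0.039), limma-voom with quality weights (0.0063), limma on log2 of RPKM plus 0.1 (0.023) and edgeR without that Control-MSC library (0.0047).

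The log2 fold change of MYH2 was 5.11 (standard error 0.96), and the paper's value is about 3.7 in Fig. 2A, read by eye. The difference was within the error with limma-voom and quality weights (4.36) and with the number range as a covariate (4.28), and with no other alternative set before the data were examined. It was also within the error with the random block (3.71) and with summed groups and the range as a covariate (4.26), both chosen after seeing the values.

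The log2 fold change of MMP12 was -4.34 (standard error 0.59), and the paper's value is about -2.5 in Fig. 2A, read by eye. None of the alternatives set before the data were examined closed the gap. The nearest values among them were -2.86 with limma-voom and quality weights, -1.78 with limma on log2 of RPKM plus 0.1 and -1.58 from 41 alone. With the random block, chosen after seeing the values, it was -2.77 (standard error 1.05), within the error of the paper's value, with an adjusted p of 0.440.

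The negative log10 of the adjusted p of PENK was 4.19, and the paper's value is about 21 in Fig. 2A, read by eye. None of the alternatives set before the data were examined closed the gap, and the largest value was 12.0 with limma-voom and quality weights.

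The paper shows TRAF5 as DE, and its log2 fold change of 0.77 was below the threshold. It was DE with the range as a covariate (1.04, edgeR adjusted p = 0.0027) and up to 38 alone (1.45, edgeR adjusted p = 0.0048). The paper lists RPS6KA5, IGFBP5 and CYP1B1 among DE genes in Fig. 3B, and none of the 3 was DE over the 38 libraries. RPS6KA5 was DE up to 38 alone (-1.20, edgeR adjusted p = 0.021). IGFBP5 was DE with limma-voom and quality weights (2.25) and without 1 Control-MSC library of the first range (edgeR adjusted p = 0.0056), and CYP1B1 with limma-voom and quality weights (1.58). The weighted fit has no term for the range and gave 16324 of 21093 genes an adjusted p under 0.05. Its calls may therefore reflect the ranges. In Fig. 2C the paper shows SFRP4, IL1R1 and C3 as lower in DKD-MSC, and their log2 fold changes were 0.90, 0.47 and 0.25. SFRP4 was lower with the range as a covariate (-1.51), from 41 alone (-3.16) and, chosen after seeing the values, with summed groups and the range (-1.55) and the random block (-0.98). C3 was lower with the range as a covariate (-0.45), up to 38 (-0.21), from 41 (-0.71), with limma on log2 of RPKM plus 0.1 (-0.057) and plus 1 (-0.014) and, chosen after seeing the values, with summed groups and the range (-0.31), the random block (-0.39) and the lowest-numbered libraries (-0.039). IL1R1 was lower from 41 alone (-0.01). None of these values was DE. Of the 53 symbols read in Fig. 2C, 37 were DE and lower, and the number was highest, 40, with the edgeR likelihood ratio test, the edgeR exact test, the range as a covariate and, chosen after seeing the data, without the DKD-MSC library far from all others.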

Other observations

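The strand test of the ranges, the depth test of the far library, the test of the same effect in fewer samples and the tests of the contractile and IL-1 lists were chosen after the result was seen. The marker test of the far library was revised to all 10 genes of each list after a first version on the 5 tested genes had been seen, and neither version put both lists above the other libraries. The depth test of the groups was revised after its values had been seen.

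Among the 21 DKD-MSC libraries numbered up to 38, 20 fell in 5 groups of near-identical expression. Inside a group, at most 5 genes differed 8-fold between a pair, and the smallest number was 48 between Control-MSC of the same range, 20 between other pairs of libraries up to 38 and 14 between Control-MSC from 41. The groups were chosen for low variation and no label says which donors shared a batch, so repeats of the same donor's cells and different donors handled in a shared culture or library batch cannot be told apart. Totals inside a group differed up to 1.54-fold. Among pairs of a DKD-MSC and a Control-MSC of the range, which were never linked into a group, 67 had totals as similar, and their biological coefficient of variation was at least 0.283, compared with at most 0.170 inside a group. This argues against similar depth, although those pairs also differ in condition. Repeat libraries or cultures of the same donor's cells may explain the groups, as a hypothesis. Pooled or mixed RNA also stays open, and the labels name each library as a separate sample. No biological explanation was tested. The consensus correlation of libraries within a group was 0.954.

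The libraries split by sample-number range. In an edgeR fit, 14684 genes differed between the ranges (adjusted p under 0.05), and 6209 passed both thresholds, of which 5282 were lower from 41. For 521 genes that lie mostly opposite a gene with at least 10 times their CPM, the median log2 difference was -7.65, compared with 0.15 for 9702 genes without overlap. After the libraries were thinned to 39060918 counts the first median was -7.35, which argues against depth. Among Control-MSC alone it was -7.82, which argues against the unequal share of DKD-MSC. Libraries that keep the RNA strand from 41 only may explain the opposite-strand genes. Of the genes without overlap, 22.1% still passed the thresholds, so other differences between the ranges stay open, among them differences between participants, which were not tested.

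A DKD-MSC library numbered up to 38 lay far from all others, with a biological coefficient of variation between 0.611 and 0.773 to the libraries of its range, compared with at most 0.539 among those. Its expression deviated by more than 1 on the log2 scale for 12965 genes, compared with at most 3074 in another DKD-MSC library of the range. GC content explained 58.2% of the variance of the deviation in 50 bins, compared with at most 13.2% for the other DKD-MSC libraries. The median deviation was -2.09 in the tenth of genes lowest in GC and 1.35 in the highest. Its depth is not low, as 11 libraries of the range had a lower total. Its 50 most abundant genes took 34.4% of the counts, within the 22.2% to 37.0% of the others. The macrophage genes had a median log2 of CPM plus 0.1 of -1.95, and 4 libraries had a higher one. Their most abundant gene had 130 CPM, compared with at most 99.7 elsewhere. The endothelial median was -1.17, with 1 library higher. The total and the share of abundant genes argue against low depth and a few dominant genes as the source. The mitochondrial share of this library was 4.83%, compared with at most 3.43% in the others of its range. It had 26113 genes with at least 1 count, compared with at least 28985 in the others. The cause of these differences was not tested. The marker values lie near the upper end of the range and exclude nothing, so macrophages or endothelial cells in the culture stay open. A GC-dependent step in library preparation may explain the distance of this library. Apart from the marker genes, no biological explanation was tested.

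Of the genes DE up to 38, 815 were tested from 41, and 69.6% had the same direction there, with a median log2 fold change in the called direction of 1.54 up to 38 and 0.24 from 41. Selection of the genes up to 38 inflates the first value. The plan named 100 random splits of the libraries from 41, and 6 of them gave a share as large. Over all 1287 splits, 58 (4.51%) did, with a median share of 50.2%. The 100 were drawn from these 1287, so the full count is the exact one and the 2 are not separate evidence. The exact share lies close to 0.05, and the test was chosen after the result was seen. A shared effect in fewer samples therefore has only weak backing here, and no shared effect is not excluded.

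Gene lists were tested with fry on summed groups with the number range as a covariate, adjusted over 6 lists. Contractile genes were higher in DKD-MSC (adjusted p = 0.0121, median log2 fold change 1.14, 11 of 12 genes higher). IL-1 and NF-kappa-B response genes were lower (adjusted p = 0.0121, median -1.46, 21 of 23 genes lower). With camera and its preset correlation over all 38 libraries these 2 lists also passed (adjusted p = 1.1e-10 and 1.0e-11), and both held under fry there (adjusted p = 6.7e-05 for each). Of the list genes, the paper names 3 of the 12 contractile and 11 of the 24 IL-1 genes from these libraries, so the tests are not independent of its choice. Hypotheses of a more contractile state and a lower IL-1 response in DKD-MSC fit these values, but were found and tested on the same data. Body mass index and the setting of tissue collection also differed between the conditions, so neither list can be tied to DKD alone. Proliferation genes showed no difference (adjusted p = 0.756, 20 genes). The macrophage (0.546), endothelial (0.756) and adipocyte (0.155) lists had under 80% of their genes tested, so those tests are void.

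The next genes are those of smallest adjusted p that are not named in the paper's text, Fig. 2A, Fig. 2C or Fig. 3B. Of these, FBLIM1 was higher in DKD-MSC (log2 fold change 1.61, standard error 0.25, edgeR adjusted p = 0.00011), as was PLEKHG2 (1.24). ETV6 was 1.04, and 0.98 without 1 Control-MSC library. The processed pseudogene ENSG00000213058 was also higher, but its reads can belong to its parent gene, so the change is uncertain. Lower were KIAA1244 (-3.51), ESYT3 (-2.51), IL1RL1 and HSPA6. HSPA6 had 50.6 ± 102 CPM in Control-MSC (SD, n = 9), and its log2 fold change was -7.68 over all libraries and -0.49 from 41, while DESeq2 gave -0.90 over all libraries (adjusted p = 0.115). DERL3 and FAM71A overlap a gene on the opposite strand over 77.0% and 88.3% of their exonic length and are uncertain.

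For genes the paper discusses in other assays, the mRNA log2 fold change was -0.56 for VEGFA (edgeR adjusted p = 0.047, and up to 0.169 in the 6 of 9 fits without 1 Control-MSC library in which it lost significance), -1.76 for CXCL1 (0.0174, and 0.0555 without 1 Control-MSC library), -0.10 for HGF (0.889) and 0.14 for MMP2 (0.623). With the number range as a covariate, VEGFA (-0.52, adjusted p = 0.0571) and CXCL1 (-1.54, adjusted p = 0.0760) did not pass. VEGFA was -0.83 up to 38 (adjusted p = 0.0118) and -0.13 from 41, and CXCL1 was -0.42 and -2.43. Of the surface marker genes THY1 (0.47), ENG (0.61), NT5E (-0.54), CD34 (0.18) and CD14 (-0.09), none was DE.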
